# Degradation of the Escherichia coli Essential Proteins DapB and Dxr Results in Oxidative Stress, which Contributes to Lethality through Incomplete Base Excision Repair

**DOI:** 10.1128/mbio.03756-21

**Published:** 2022-02-08

**Authors:** Charley C. Gruber, Vignesh M. P. Babu, Kamren Livingston, Heer Joisher, Graham C. Walker

**Keywords:** base excision repair, DNA repair, antibiotics, cell death, reactive oxygen species, ROS, essential gene

## Abstract

Various lethal stresses, including bactericidal antibiotics, can trigger the production of reactive oxygen species (ROS) that contribute to killing. Incomplete base excision repair (BER) of oxidized nucleotides, especially 8-oxo-dG, has been identified as a major component of ROS-induced lethality. However, the relative contributions of this pathway to death vary widely between stresses, due in part to poorly understood complex differences in the physiological changes caused by these stresses. To identify new lethal stresses that kill cells through this pathway, we screened an essential protein degradation library and found that depletion of either DapB or Dxr leads to cell death through incomplete BER; the contribution of this pathway to overall cell death is greater for DapB than for Dxr. Depletion of either protein generates oxidative stress, which increases incorporation of 8-oxo-dG into the genome. This oxidative stress is causally related to cell death, as plating on an antioxidant provided a protective effect. Moreover, incomplete BER was central to this cell death, as mutants lacking the key BER DNA glycosylases MutM and MutY were less susceptible, while overexpression of the nucleotide sanitizer MutT, which degrades 8-oxo-dGTP to prevent its incorporation, was protective. RNA sequencing of cells depleted of these proteins revealed widely different transcriptional responses to these stresses. Our discovery that oxidative stress-induced incomplete BER is highly dependent on the exact physiological changes that the cell experiences helps explain the past confusion that arose concerning the role of ROS in antibiotic lethality.

## INTRODUCTION

Bacterial cell death is a complex and poorly defined process. In addition to inhibition of an essential target or pathway, which can have direct lethal effects, potentially lethal stresses can have wide-reaching effects on a cell’s physiology as it attempts to survive, which in turn can lead to other forms of lethality (1). The production of reactive oxygen species (ROS) has been proposed as a common response to numerous lethal stresses, including multiple classes of bactericidal antibiotics, in the presence of which ROS causally contribute to the mechanism of killing (2–6). Although this idea was initially questioned (7, 8), further research on the mechanisms of death from bactericidal antibiotics (4, 9–15), as well as on other lethal stresses, such as type VI secretion systems (T6SS), P1*vir* phage, the antimicrobial peptide polymyxin B (16), MalE-LacZ_72–47_ (herein referred to as MalE-LacZ) expression (13), thymineless death (TLD) (11), and DnaB inactivation (15), has strongly supported the conclusion that endogenously produced ROS can contribute to bacterial cell death. The exact origin of this ROS is incompletely understood but is tightly connected to metabolic activity (17–19). Some ROS, such as hydrogen peroxide and superoxide, have a limited ability to directly damage cellular components (20, 21). However, hydrogen peroxide can react with Fe^2+^ through the Fenton reaction and produce hydroxyl radicals (**^·^**OH), which are highly reactive and capable of damaging a wide array of cell components (9, 20, 21). The nucleotide pool is particularly susceptible to this kind of damage, as nucleotide triphosphates are capable of complexing with Fe^2+^ (22, 23). Since the diffusion distance for a hydroxyl radical is only one carbon bond length (24), the localized production of Fenton oxidants favors the oxidation of the attached base.

Guanine is the most easily damaged nucleotide, with dGTP being readily oxidized to 8-oxo-dGTP. Incorporation of this nucleotide into the genome is highly mutagenic due to its ability to pair with dA as well as dC. Two components of the well-studied GO system (25) limit the consequences of 8-oxo-dG: the nucleotide sanitizer MutT, which degrades 8-oxo-dGTP to 8-oxo-dGMP to prevent its incorporation into the genome, and the base excision repair (BER) glycosylases MutM (Fpg) and MutY, which repair the genome itself (25). MutM directly removes 8-oxo-dG residues and leaves a single-strand break that is subsequently processed and filled, while MutY removes mispaired adenines across from 8-oxo-dG and leaves an apurinic site that requires processing by an apurinic/apyrimidinic (AP) endonuclease (26). The repair intermediates produced by these initial steps are DNA lesions themselves, which are potentially more dangerous than the original damage introduced by oxidative stress. A replication fork encountering a single-strand break can result in a double-strand break (DSB), as can the introduction of two or more single-strand breaks in close proximity (27). If left unrepaired, a DSB is lethal to the cell (28). This general pathway of incomplete BER-mediated cell death has been described for both bacteria and eukaryotes, where it can causally contribute to cell death (6, 29).

While incomplete BER has been identified as playing a role in cell death from a variety of unrelated stresses, its relative contributions to lethality vary widely. In the striking case of expression of a MalE-LacZ fusion protein, we have shown that incomplete BER is responsible for almost all cell death (13), whereas for bactericidal antibiotics, it is but one component of overall cell death, with the magnitude of its contribution varying substantially depending both on the specific antibiotic and the growth conditions experienced by the cells (3, 6).

To better understand how and when incomplete BER contributes to cell death, we were interested in identifying and characterizing new unrelated lethal stresses that involve this pathway. We screened an Escherichia coli essential protein degradation library in which a single essential protein can be degraded by an inducible protease (30) under various conditions that would protect against incomplete BER-mediated cell death. We identified two essential proteins not previously associated with this pathway, DapB and Dxr, and confirmed that depletion of either induces oxidative damage and that incomplete BER then contributes causally to cell death. While DapB depletion was found to closely mirror the consequences of MalE-LacZ expression, where incomplete BER was the dominant pathway of cell death, for Dxr, it was a minor contributing factor similar to that of some antibiotics. We also performed transcriptome analyses following depletion of these two proteins and observed highly disparate responses. Our results show that ROS production, oxidation of dG to 8-oxo-dG, and subsequent incomplete BER can occur as a result of very different stresses and that the relative contributions of incomplete BER to killing can also greatly differ depending on what other physiological changes a particular stress has induced.

## RESULTS

### Screening an essential protein degradation library to identify stresses that result in cell death due to incomplete BER.

In the E. coli essential protein degradation library constructed by Cameron and Collins (30), expression of the Mesoplasma florum Lon (*Mf*-Lon) protease is induced through the addition of anhydrotetracycline (ATc), resulting in the degradation of the tagged essential protein. This library contains 238 proteins essential for aerobic growth in LB Lennox medium, and depletion of any of these proteins results in either cell death or growth arrest.

These strains were screened for differential survival under various conditions that are known to affect the incomplete BER pathway of cell death. First, the essential proteins were depleted in the presence of the iron chelator bipyridyl, which limits the availability of iron for Fenton chemistry, thereby protecting DNA from oxidative damage (3). This experiment was performed with the cells exposed to bipyridyl during exponential growth in both liquid culture and on solid media containing the inducer. Second, they were plated on media and grown anaerobically to prevent the formation of ROS. Finally, each strain was transformed with a plasmid expressing the 8-oxo-dG sanitizer MutT, whose overexpression has previously been shown to be protective (3, 13). Each strain that registered as positive in more than one of these screens was retested individually.

This screening approach was internally validated by its identification of four proteins already known to be associated with incomplete BER-mediated cell death.

### (i) GyrA, a component of DNA gyrase (Fig. 1A).

The fluoroquinolone class of bactericidal antibiotics targets gyrase by trapping the enzyme in a DNA-protein complex. The generation of ROS and incomplete BER are well established to be contributing factors to the lethality of fluoroquinolone antibiotics (3, 31).

### (ii) FolC, part of the tetrahydrofolate biosynthesis pathway (Fig. 1B).

FolC is upstream of FolA, the direct target of the bactericidal antibiotic trimethoprim. Inhibiting this pathway blocks thymine synthesis, and trimethoprim treatment has many similarities with the phenomenon of thymineless death (TLD). Both have been shown to cause cell death at least partially through incomplete BER (5, 11).

### (iii) SecY, a component of the *sec*-dependent secretion pathway (Fig. 1C).

The expression of the historically important chimeric periplasmic-cytoplasmic MalE-LacZ_72–47_ fusion protein (herein referred to as MalE-LacZ) jams the *sec*-dependent secretion system (32), which results in cell death predominantly through incomplete BER (13).

### (iv) LexA, a regulator of the SOS response (Fig. 1D).

Degradation of LexA is known to trigger a strong SOS response, which includes the translesion DNA polymerase DinB. Overexpression of DinB has long been known to be lethal, and it was one of the earliest examples identified of a lethal stress that kills cells through incomplete BER-mediated cell death due to its high propensity to use 8-oxo-dGTP as a substrate (3).

Conversely, DnaB was not identified in our screen despite being present in the library. Previous work demonstrated that heat inactivation of a temperature-sensitive allele of the DnaB gene is another stress that induces cell death through the production of ROS (15). This is possibly a result of a difference in the kinetics, as protein function can be rapidly restored after heat inactivation. In contrast, the *Mf*-Lon protease might persist for a while even without the inducer, resulting in a longer period of protein depletion that may result in cell death through a different, more direct pathway.

Our screen resulted in the identification of two proteins not previously associated with the incomplete BER pathway of cell death, DapB and Dxr (Fig. 1E and F). The first of these, DapB, is 4-hydroxy-tetrahydrodipicolinate reductase, an enzyme in the lysine biosynthetic pathway (33). Since lysine is present in the medium in which the cells are grown, its biosynthesis is not essential. However, this pathway also produces the amino acid diaminopimelic acid (DAP), which is used to form the peptide cross-link in peptidoglycan in many bacteria. Since humans lack this pathway, it has been considered a promising antibiotic target (34). The second protein, Dxr, is 1-deoxy-d-xylulose 5-phosphate reductoisomerase, which catalyzes the first committed step in the methylerythritol phosphate (MEP), or nonmevalonate, pathway of isoprenoid biosynthesis (35). Isoprenoids include a wide array of important biological molecules, including the quinones, which act as electron transport carriers, and the undecaprenol lipid carrier required for cell wall and outer membrane biosynthesis (36). Since mammals use the mevalonate pathway to synthesize isoprenoids, the nonmevalonate pathway has been a major focus of antibiotic development since it is used by most bacteria (37). Additionally, apicomplexan parasites, such as *Plasmodium*, also rely on this pathway (38), which makes it an attractive target for new antimalarials. The antibiotic fosmidomycin targets both Dxr (39) and the next enzyme in the same pathway, IspD (40), and has been shown to be a promising antimalarial in clinical trials (41).

**FIG 1:**
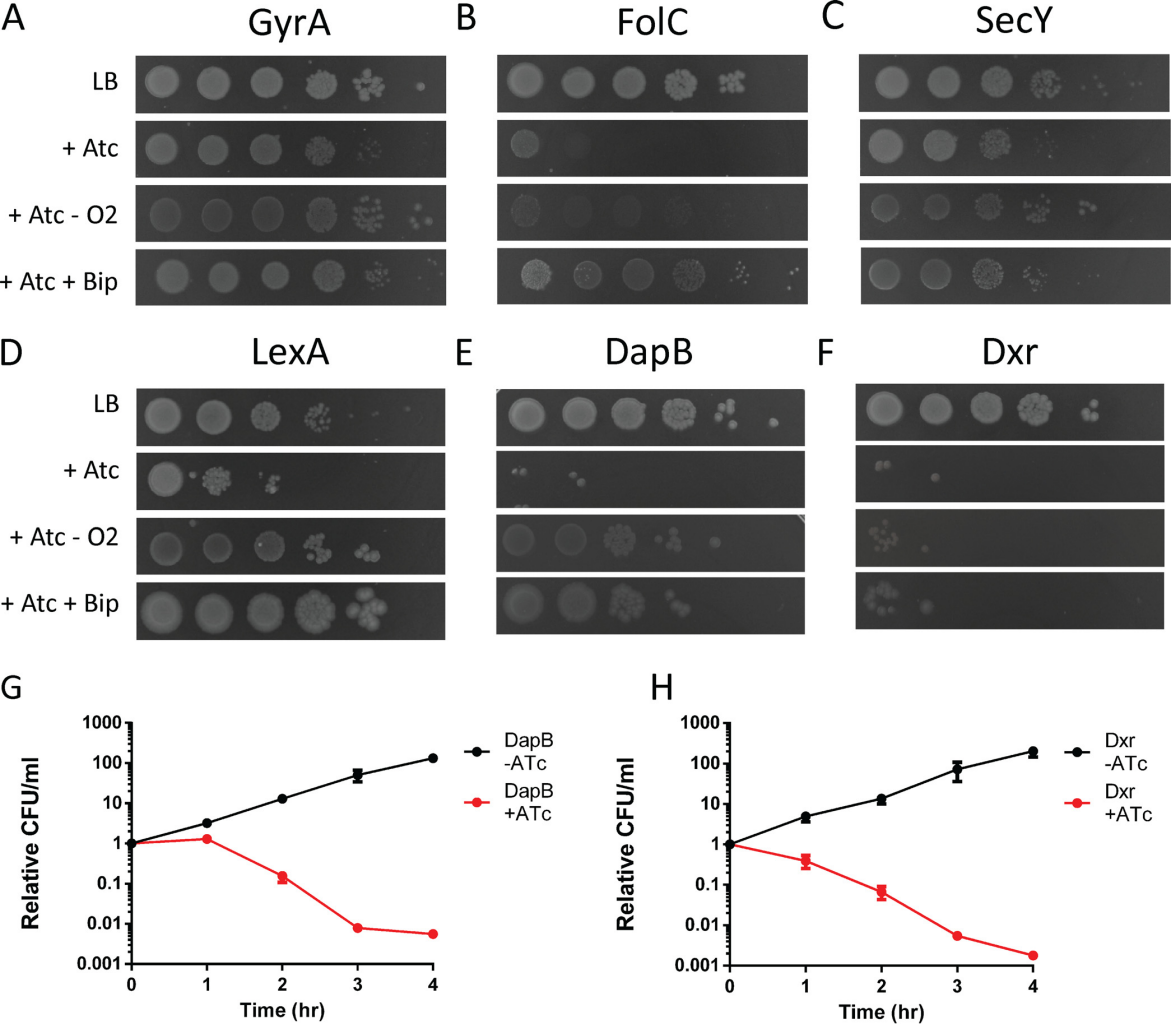
The lethality caused by depletion of certain essential proteins can be limited by bipyridyl (Bip; 250 μM) or anaerobic growth. (A) Several hits were in proteins already known to involve this pathway of cell death, including GyrA, the target of fluoroquinolone antibiotics. (B to D) FolC (B), upstream of the antibiotic trimethoprim SecY (C), a component of the secretion system blocked by MalE-LacZ LexA (D), an SOS regulator that represses DinB. (E and F) Two new proteins were also identified, DapB (E), an enzyme in the DAP production pathway, and Dxr (F), an enzyme in the MEP pathway of isoprenoid biosynthesis. (G and H) Depletion of DapB (G) and Dxr (H) cause a 100-fold loss in the number of CFU over 4 h; data are means ± standard deviations (SD) from 3 biological replicates.

### DapB or Dxr depletion generates ROS that contribute to cell death.

Depletion of either DapB or Dxr results in a 2-log loss of cell viability within 4 h (Fig. 1G and H). As expected, the addition of diaminopimelic acid to the medium allows for cell growth even under DapB depletion conditions (see Fig. S1 in the supplemental material). Interestingly most of these cells will fail to form colonies when plated on solid media, and this loss of viability can be prevented by plating on LB containing DAP (Fig. S2). This is likely due to a combination of lingering *Mf*-Lon protease and the time that it takes to synthesize enough DapB, supporting our hypothesis for why we failed to identify DnaB in our screen. Light microscopy of cells at various time points showed no significant change in cell morphology, and in both cases, cell death was largely nonlytic (Fig. S2A and B). While numbers of CFU dropped markedly 2 h after the induction of the protease for both DapB and Dxr (Fig. 1G and H), it took until the 3-h or 4-h time point for a majority of cells to die by the criterion of live-dead staining (Fig. 2A and B). This pattern of lagging death has been reported previously after expression of the MalE-LacZ fusion protein (13) and in other instances where oxidative stress is a contributing factor to cell death (15). These stresses are capable of committing the cell to death since even when the lethal stress is removed, the resulting oxidative stress can persist and continue to damage and potentially kill the cell (15). Mi et al. have shown that this can be mitigated by plating the bacteria on media containing an antioxidant, such as dimethyl sulfoxide (DMSO) (12). Plating either DapB- or Dxr-depleted cells onto medium containing DMSO provides a modest protective effect (Fig. 2C and D), with it being much more effective at preventing cell death from DapB depletion.

**FIG 2:**
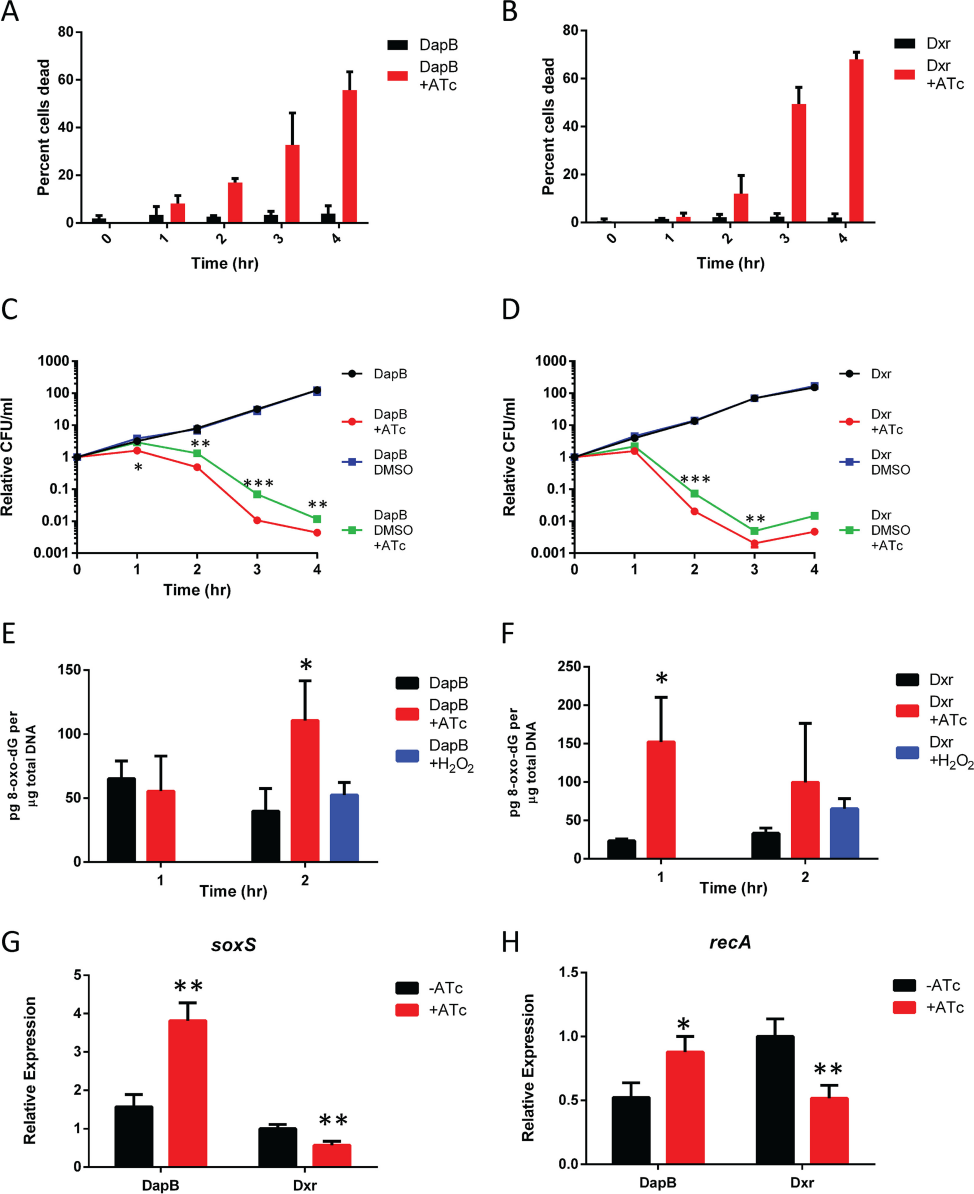
Depletion of DapB and Dxr leads to ROS-mediated cell death. (A and B) Quantification of live-dead staining shows that depletion of both DapB (A) and Dxr (B) leads to a loss of membrane potential, which lags behind the loss of CFU. (C) Plating DapB-depleted cells on agar containing DMSO, which limits the activity of ROS, leads to a significant reduction in lethality. (D) Plating on DMSO-containing plates provides a more modest protective effect for Dxr depletion. (E and F) DapB (E) and Dxr (F) depletion leads to an increase in the 8-oxo-dG content of the genome as measured by an ELISA, with 10 mM H_2_O_2_ serving as a positive control. (G) DapB depletion leads to an increase in *soxS* expression, while Dxr depletion leads to a decrease, as determined by qPCR. (H) RecA expression is increased by DapB depletion and decreased by Dxr depletion. Data are means ± SD from 3 biological replicates. Each data set is a representative result from at least three independent experiments. *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001; using Student's *t* test.

10.1128/mbio.03756-21.1 FIG S1 (A) The addition a 0.5 mM concentration of the amino acid DAP to the media allows cells to grow under DapB depletion conditions, albeit at a reduced rate. Lower concentrations result in a dramatically decreased ability of the cells to grow. (B) Plating DapB-depleted cells grown with 0.5 mM DAP on solid LB agar with DAP results in a substantial decrease in the number of CFU. The vitality of these cells can be maintained by plating them on LB agar with 0.5 mM DAP. Growth curve data are means from 6 biological replicates. Kill curve data are means ± SD from 3 biological replicates. Download FIG S1, TIF file, 0.07 MB. Copyright © 2022 Gruber et al. 2022 Gruber et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/mbio.03756-21.2 FIG S2 DapB and Dxr depletion leads to cell death. (A and B) Live-dead staining shows the loss of cell viability after DapB depletion (A), with around half the cells dead after 4 h, while Dxr depletion causes cell death slightly faster, with a majority dead by the 3-h time point (B). Download FIG S2, TIF file, 0.3 MB. Copyright © 2022 Gruber et al. 2022 Gruber et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

Consistently with their depletion leading to ROS generation, we found that degradation of either DapB or Dxr leads to an increase in the genomic content of 8-oxo-dG (Fig. 2E and F). 8-oxo-dG is not only a well-established marker of oxidative stress but a requirement for the model of incomplete BER-mediated cell death that we have proposed (3, 6, 13). As with other lethal stresses, such as MalE-LacZ expression, the T6SS, and P1*vir* phage (13, 16), DapB depletion increases the expression of the oxidative-stress regulator *soxS* (Fig. 2G). In contrast, Dxr depletion actually lowers the expression of *soxS* (Fig. 2G), suggesting that despite some commonalities, there are significant differences in cells’ responses to these two lethal stresses. Similarly, DapB depletion slightly increased the expression of the DNA repair gene *recA*, while Dxr depletion decreased it (Fig. 2H).

### Incomplete BER is an important cause of cell death for both DapB and Dxr depletion.

One important element of our model for incomplete BER-mediated cell death in response to oxidative stress is that a significant source of the increased 8-oxo-dG in the genome is from the use of 8-oxo-dGTP by DNA polymerases. Overexpression of the 8-oxo-dGTP sanitizer MutT reduces killing from various lethal stresses that have been associated with incomplete BER (3, 6, 13), and we found that MutT overexpression provides a protective effect against depletion of DapB and Dxr (Fig. 3C and D).

**FIG 3:**
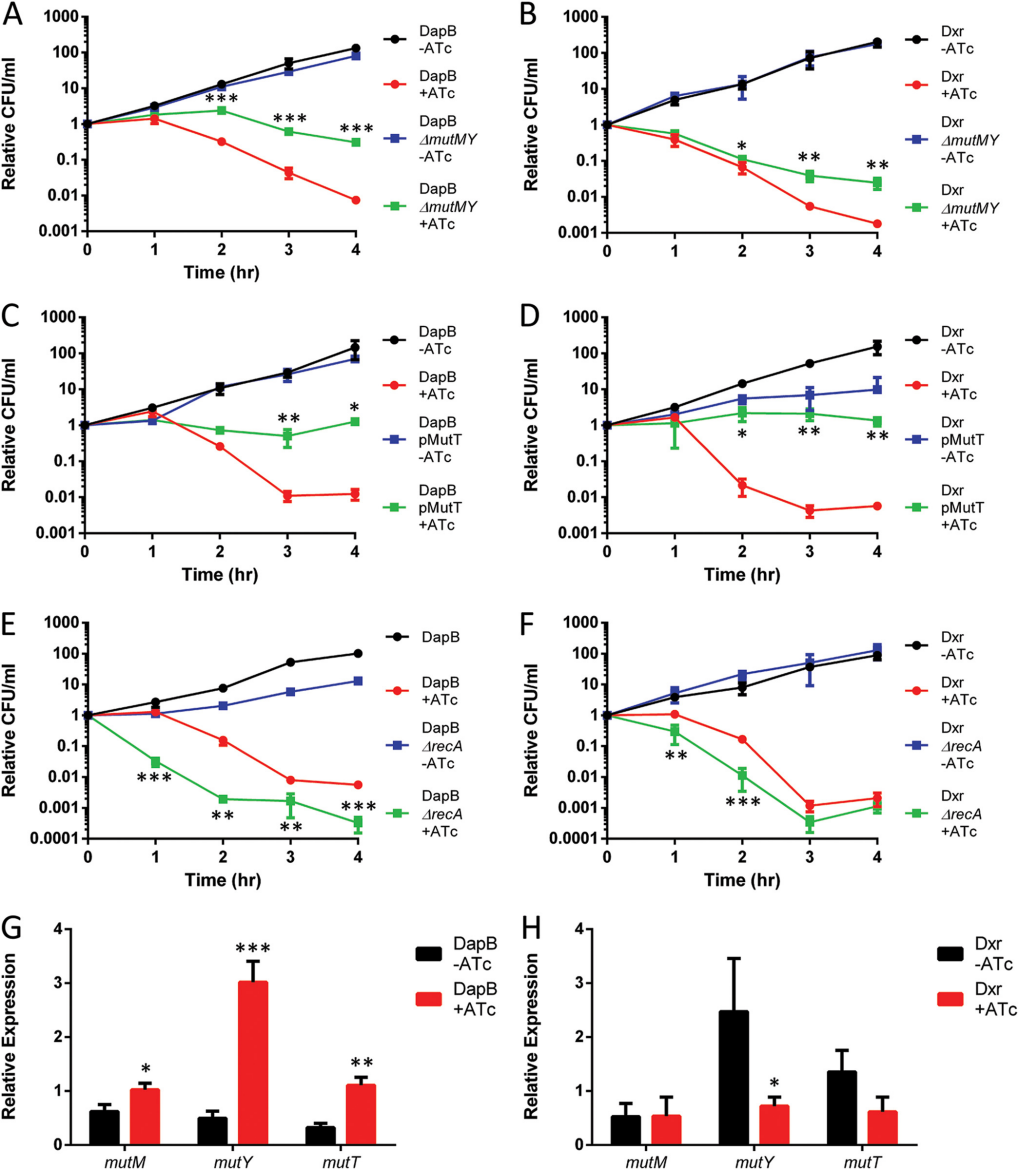
BER of 8-oxo-dG causally contributes to cell death from DapB and Dxr depletion. (A) A *mutM mutY* glycosylase double mutant is much more resistant to death from DapB depletion. (B) The *mutM mutY* double mutant is also more resistant to Dxr depletion. (C and D) Overexpression of the 8-oxo-dGTP sanitizer MutT negates the bactericidal effects of DapB (C) and Dxr (D) depletion. (E and F) A knockout of the DNA repair gene *recA* is sensitized to DapB (E) and Dxr (F) depletion. (G) DapB depletion increases the expression of *mutM*, *mutY*, and *mutT* as measured by qPCR. (H) Dxr depletion decreases the expression of *mutY*. Data are means ± SD from 3 biological replicates. Each data set is a representative result from at least three independent experiments. *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001; using Student's *t* test.

A second important element of our model of incomplete BER-mediated cell death is that the BER DNA glycosylases MutM and MutY play causal roles in cell death (3, 6), since knocking out both the *mutM* and *mutY* genes has been protective for many different lethal stresses (3, 5, 11, 13, 42). Double mutations were constructed in both the DapB and Dxr depletion strains, and cell death was measured after induction of the protease. Cell death from depletion of DapB was largely prevented in the *mutM* and *mutY* double mutant (Fig. 3A), while death from the depletion of Dxr was reduced (Fig. 3B). These observations suggest that while oxidative stress and incomplete BER play a role in cell death in both cases, it is a larger component of the death from DapB depletion. This is in agreement with the larger protective effect of DMSO for DapB depletion.

After the actions of BER glycosylases, the resulting DNA problems that threaten the cell may potentially be repaired in a fashion that requires RecA, which is essential for many repair pathways, including DSB and single-strand gap repair (43). As expected by our model, both of the depletion strains with *recA* knocked out were significantly more susceptible to killing (Fig. 3E and F). Interestingly, the Δ*recA* mutants also lost the brief lag period before cell death begins that is normally present after the induction of the protease. This is extremely similar to the pattern seen with MalE-LacZ expression (13). This suggests that the damage arising from DapB and Dxr depletion begins quite early after the induction of the protease but is initially kept in check through RecA-mediated DNA repair before being overwhelmed.

### Imbalances in the ratios of BER components can favor cell death due to incomplete BER.

Since the various intermediates in BER can be more toxic that the original lesions, the various stages of BER must be tightly coordinated, and this coordination was originally compared to the passing of a baton, where the repair product of each enzyme in the BER pathway is handed over to the next enzyme (44). A consequence of this key principle of BER is that imbalances between the various components of the repair process can result in incomplete BER and thus result in a situation where the repair intermediates can prove toxic.

We have previously observed that cell death due to the expression of the MalE-LacZ fusion protein greatly increased the expression of MutM and hypothesized that this imbalance contributes to incomplete BER being its primary pathway of cell death (13). In a conceptually similar fashion, we observed that depletion of DapB greatly increased the expression of MutY, with smaller increases in MutM and MutT (Fig. 3G). In contrast, depletion of Dxr leads to a slight decrease in the expression of MutY (Fig. 3H). These imbalances in the levels of these BER proteins caused by these stresses may be an important factor in why incomplete BER contributes to cell death from DapB and Dxr depletion.

### Transcriptomics of DapB and Dxr depletion.

DapB and Dxr are in completely unrelated metabolic pathways, and their depletion is thus expected to result in widely different physiological consequences. Despite this, in both cases, cell death is partially due to incomplete BER of DNA lesions associated with 8-oxo-dG. 

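RNA was sequenced from a strain carrying degron-tagged DapB, an enzyme of diaminopimelate and lysine synthesis, and from a strain carrying degron-tagged Dxr, an enzyme of isoprenoid synthesis. In both strains, anhydrotetracycline (ATc, 50 ng/ml) induces the *Mf*-Lon protease, which degrades the tagged protein. Cultures in LB were sampled at 0 h, before ATc was added, and at 1, 2, and 3 h with or without ATc. This gave 14 libraries, with 1 library for each strain, time, and ATc state and no biological replicates. In the DapB-tagged strain the libraries held 12408848 counts at 0 h, 11136480, 14488378, and 12926180 counts without ATc at 1, 2, and 3 h, and 11618342, 9657103, and 12941230 counts with ATc. In the Dxr-tagged strain they held 10003371 counts at 0 h, 13390495, 11788502, and 16584843 counts without ATc, and 12996871, 14435723, and 18879252 counts with ATc. The share of counts on rRNA genes, which were depleted before sequencing, was higher with ATc than without it at every time. It was 18.7% against 15.6%, 19.9% against 15.4%, and 23.7% against 16.9% at 1, 2, and 3 h in the DapB-tagged strain. It was 10.8% against 0.578%, 19.0% against 8.94%, and 25.5% against 13.7% in the Dxr-tagged strain. The authors quantified the reads with Salmon (version 1.1.0) and deposited whole-number counts for 4383 genes, which were used here.
The transcripts of *dapB* (log2 fold change of −0.06 ± 0.38 in the DapB-tagged strain) and *dxr* (−0.02 ± 0.42 in the Dxr-tagged strain) do not report the depletion, since the proteins are degraded. Depletion was tested with edgeR's quasi-likelihood test on the 8 libraries at 2 and 3 h, with TMM normalization, 1 intercept for each strain and time, and 1 ATc effect for each strain. The 4160 genes that passed edgeR's count filter were tested. Each log2 fold change from this fit is given with a standard error (SE), taken as its size divided by the square root of the test's F statistic. That statistic rests on 2 residual degrees of freedom and a prior with 3.56. The 2 time points stand in for replicates, so that a p value measures how steady a change was between 2 and 3 h and not how much it would vary between cultures. CPM are counts scaled by library size and TMM factor. Log2 ratios at a single time come from 1 library against 1 and have no test. In all, 37 gene lists were written from textbook knowledge and from the systems the paper names, before the deposited files were examined. The values of genes named in the paper or labelled in Fig. 4A, which come from these libraries, had been seen by then. Calls on the paper's own systems are therefore not independent of its findings. List members were called at an adjusted p under 0.05, and each list was compared with all other genes by camera from limma, with a preset correlation of 0.01. No list passed camera when the correlation was estimated from the 8 libraries, and that adjusted p stands beside each call. That estimate rests on 2 residual degrees of freedom, so that even a large shift can fail. A list that did not pass in this way is not shown to be unchanged. The preset correlation treats the genes of a list as nearly independent, which those of one operon are not. Small p values from it can therefore overstate the evidence. The title and the treatment field of the labels conflict for the Dxr libraries at 2 h with ATc and at 3 h without ATc, and the title was used. The Wald statistics that the authors deposited for each time were recovered to within 0.01 for 99.2% to 99.7% of the genes, which does not test the labels, since the authors' comparisons use the same assignment.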

To gain insights into whether there are any similarities in the cells’ responses to these lethal stresses, we performed RNA sequencing (RNA-Seq) at several different times points after induction of the *Mf*-Lon protease and compared the changes in transcription. The results of DapB and Dxr depletion were extremely distinct, with few similarities (Fig. 4A).

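Genes of the capsule, of acid resistance, and of iron uptake separated the responses to DapB and Dxr depletion. For the 20 genes of the colanic acid capsule operon, which makes an exopolysaccharide under the control of RcsA, the log2 fold change with DapB depletion exceeded that with Dxr depletion by a median of 3.54. Adjusted over the list alone, 17 of them were higher with DapB depletion (camera adjusted p = 6.47e-23; adjusted p = 0.428 with an estimated correlation). The 15 genes of glutamate-dependent acid resistance (GDAR) and its fitness island, which protect cells at low pH, had a median difference of −3.82, with 6 lower with DapB depletion (camera adjusted p = 1.46e-12; adjusted p = 0.428 with an estimated correlation). For the 14 genes that make and import the iron siderophore enterobactin, the median difference was 3.30, with 7 higher with DapB depletion (camera adjusted p = 1.43e-15; adjusted p = 0.428 with an estimated correlation). Differences of the same kind were found for the 16 other Rcs genes (median 3.70, 7 higher), the lysine and arginine acid resistance systems (−4.12 and −3.92), and nitrate reductase A (−0.56, 3 lower and 1 higher). Camera gave adjusted p = 1.46e-12, 1.33e-05, 1.20e-04, and 6.11e-05 (adjusted p = 0.428 with an estimated correlation for each). The flagella and chemotaxis genes had negative medians with both, −1.41 for DapB (32 of 42 fell when adjusted over the list alone, 35 at an unadjusted p under 0.05) and −0.83 for Dxr (0, 8 at an unadjusted p under 0.05). The count of 32 became 0 without either DapB pair or any 1 of its libraries and under the paper's dispersion scheme, and 15 with no replicate block, while DESeq2 called 32 over the list alone and 8 over all genes. Leaving out the libraries with conflicting labels sets Dxr at 3 h with ATc against 2 h without it (median log2 ratio of −1.82). Values from that setting, here and below, cannot tell ATc from time. Without ATc in the DapB-tagged strain, the flagella median against 0 h went from 3.40 at 2 h to 1.37 at 3 h. With all 8 libraries, camera gave adjusted p = 2.31e-29 and 4.78e-07 for DapB and Dxr (adjusted p = 0.403 and 0.425 with an estimated correlation). *narH*, the electron transfer subunit of nitrate reductase A, had the smallest p for the difference (−5.63 ± 0.65; edgeR adjusted p = 0.281).
Adjusted over all genes tested, 0 genes passed in edgeR with DapB depletion, with Dxr depletion, or for the difference, while 247, 498, and 369 genes had an unadjusted p under 0.05. DESeq2's Wald test on the same design called 81 (62 higher), 194 (107 higher), and 132 genes. The paper's way of estimating the dispersion was also used, with its thresholds set on unshrunken log2 fold changes over 2 and 3 h. The paper set them on shrunken values at each time. By this scheme, 106 (94 higher), 246 (125 higher), and 131 genes passed. Of the lists behind the paper's statements only the Rcs lists with DapB depletion and the lysine and arginine systems with Dxr depletion then had members called over the list alone. Without any 1 pair, the capsule, other Rcs, acid resistance, enterobactin, and nitrate reductase lists kept passing camera for the difference (adjusted p of at most 0.0201), but their members called over the list alone changed. For the capsule operon, GDAR, and enterobactin these were 7, 1, and 0 without the DapB 2 h pair (6 for enterobactin without its library with ATc alone), 0, 2, and 13 without the DapB 3 h pair, 6, 10, and 9 without the Dxr 2 h pair, and 0, 12, and 8 without the 2 libraries with conflicting labels. With no replicate block they were 0, 0, and 6, and with the 1 h libraries added 0, 1, and 6, with 0 for the other Rcs genes in the latter. The other Rcs genes had 4 without the DapB 3 h or the Dxr 2 h pair (1 without the DapB 3 h library with ATc), the GDAR median was −2.02 without the Dxr 3 h pair, and the nitrate reductase median was −0.27 without the DapB 2 h pair and −0.85 without the DapB 3 h pair. Its 1 higher gene was not called without the DapB 3 h pair or either Dxr pair. In edgeR, the DapB count was 32 without the Dxr 3 h pair, without the Dxr 2 h library lacking ATc, or without the Dxr 3 h library with ATc. It was 11 without the Dxr 2 h library with ATc, and 25 with the DapB libraries fitted alone. Across the 4160 genes, which are not independent replicates, the log2 fold changes with DapB and Dxr depletion had a Pearson correlation of 0.0724 (Spearman 0.0136). It became −0.0309 and 0.200 without the DapB pair at 2 or 3 h and 0.233 and −0.122 without the Dxr pair at 2 or 3 h. At a single time it was 0.127 at 2 h and 0.196 at 3 h, against 0.389 between 2 and 3 h of DapB depletion and 0.309 between 2 and 3 h of Dxr depletion. From the comparison of the log fold changes in Fig. 4A, the paper states that DapB and Dxr depletion gave extremely distinct results with few similarities.

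**Figure D1:**
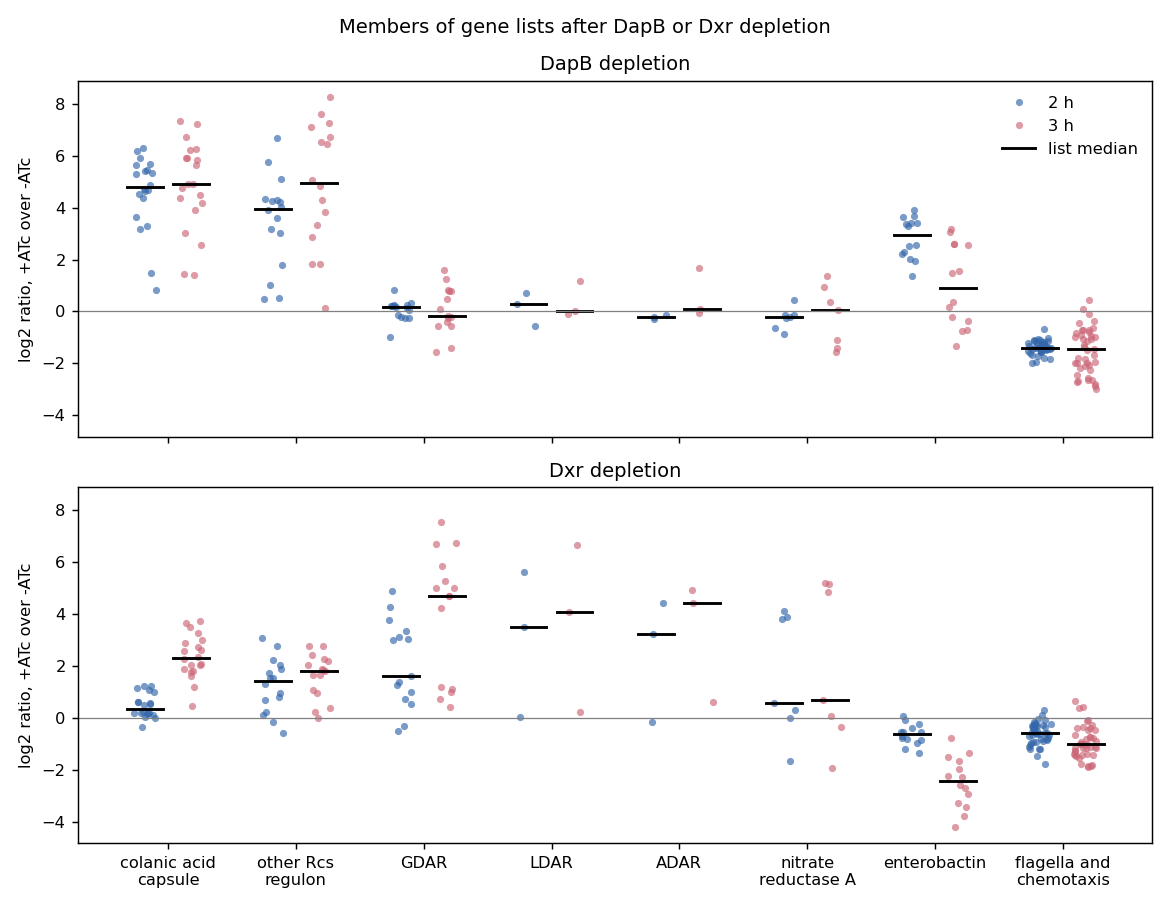
Log2 ratio of normalized counts with ATc over those without ATc for each gene (dots) of 8 gene lists at 2 h (blue) and 3 h (red) of DapB depletion (top) and Dxr depletion (bottom), with 1 library per state; black bars are list medians. The capsule operon's bars are at 4.79 and 4.92 for DapB, and the GDAR bars at 1.62 and 4.71 for Dxr.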

**FIG 4:**
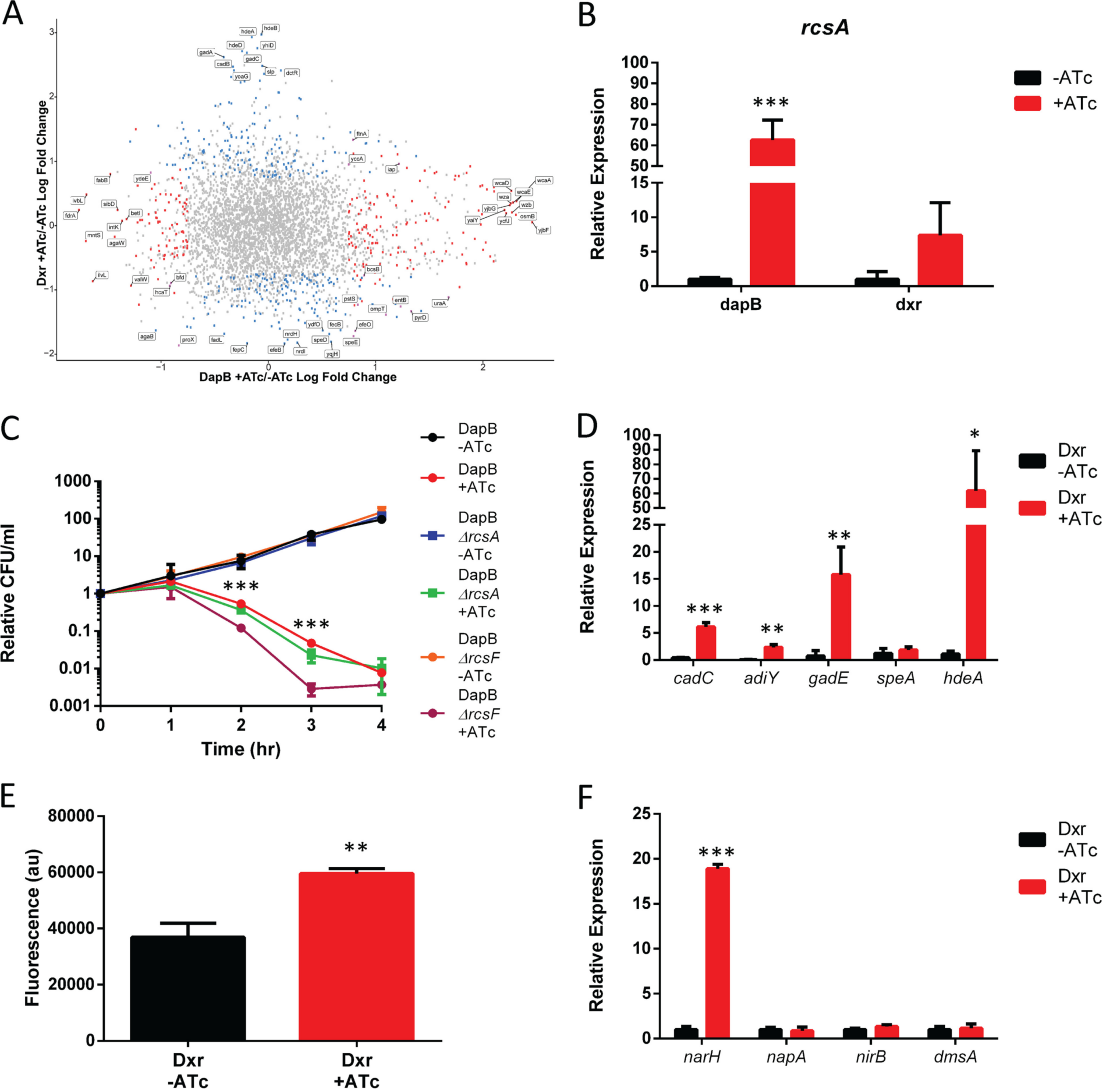
DapB and Dxr depletion cause extremely different transcriptional responses despite incomplete BER contributing to cell death in both. (A) RNA sequencing was performed on both DapB- and Dxr-depleted cells. Genes are positioned on the *x* axis based on their log fold change in gene expression following DapB depletion and on the *y* axis following Dxr depletion. Red dots were genes affected only by DapB depletion, blue dots were genes affected by Dxr depletion, and purple dots were genes affected by both. There was almost no overlap in changes to gene expression. (B) DapB depletion causes an extremely strong activation of the *rcs* regulon through increased expression of the regulator RcsA. Dxr depletion also increases RcsA expression. (C) An *rcsF* knockout, but not an *rcsA* knockout, sensitizes cells to DapB depletion, similar to what has been reported for β-lactam antibiotics. (D) Dxr depletion results in a strong activation of acid stress systems, including three of the four amino acid antiporter systems, namely, LDAR (*cadC*) ADAR (*adiY*), and GDAR (*gadE*), as well as the acid stress gene *hdeA*, but not the ODAR system (*speF*). (E) Dxr depletion results in a decrease in cytoplasmic pH as measured by the increase in the fluorescence of a pH-sensitive dye. (F) Dxr depletion greatly increases the expression of the cytoplasmic nitrate reductase system (*narH*). Data are means ± SD from 3 biological replicates. Each data set is a representative result from at least three independent experiments. *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001; using Student's *t* test.

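The genes that were higher with both depletions included those for lactose uptake and acetylation (*lacY* and *lacA*) and molybdopterin synthesis (*moaB*, *moaC*, *moaD*, and *moaE*). Others were those of the lysozyme inhibitors *ivy* and *mliC*, the envelope stress gene *cpxP*, the small RNA gene *rprA*, the osmotically inducible genes *osmB*, *osmC*, and *osmY*, and the capsule genes *wcaB*, *wcaC*, *wcaG*, and *wzb*. Their log2 fold changes with DapB and Dxr depletion were, for example, 2.34 ± 0.43 and 3.30 ± 0.44 for *lacY* and 2.07 ± 0.38 and 3.48 ± 0.40 for *lacA*. These genes are among 30 that were more than 2-fold higher at both 2 and 3 h of each depletion, out of 118 with DapB and 203 with Dxr, where chance gives 5.76. More than 2-fold lower at both times with each depletion were 3 genes (*fliM*, *yhjC*, and *yhjH*), out of 91 and 178, where chance gives 3.89. Iron uptake genes made up most of the 6 that were higher with DapB and lower with Dxr (*cirA*, *efeO*, *entC*, *fecD*, *fiu*, and *ybiX*; chance gives 5.05). The gene *ydeN* (1 gene) was lower with DapB and higher with Dxr (chance gives 4.44). By one-sided Fisher's exact tests, adjusted over 8 tests of this kind, the overlap of the higher genes had adjusted p = 5.06e-14 and the other overlaps had adjusted p = 0.628 to 0.990. Both strains received ATc and made the protease, and no strain without a tag was sequenced with ATc. For genes that changed alike in both strains, depletion therefore cannot be told apart from ATc or the protease.
Sets by fold were chosen for the overlap after it was seen that 0 genes in either depletion passed edgeR's test over all genes. By an unadjusted p under 0.05 in edgeR, 41 genes were higher in both (chance gives 9.19) and 19 lower in both (chance gives 5.79). Fisher's exact test gave adjusted p = 1.85e-16 and 8.34e-06. DESeq2 called 0 genes lower in both depletions and 10 higher in both (*glpA*, *ivy*, *lacA*, *lacY*, *moaB*, *moaC*, *moaE*, *osmB*, *wcaG*, and *ypeC*; chance gives 1.59). Another 4 were called higher with DapB and lower with Dxr (*cirA*, *entC*, *entE*, and *fiu*; chance gives 1.30). With the paper's dispersion scheme and its thresholds on unshrunken values over 2 and 3 h, 0 genes were shared in the same direction. From the deposited log2(TPM + 1) values, 13 genes in place of 30 were more than 2-fold higher at both times in both strains. Genes of one operon are counted separately and are not independent. Named here only after their values were seen were *lacY*, *lacA*, *mliC*, *osmC*, *osmY*, *fliM*, *yhjC*, *yhjH*, *ybiX*, *ydeN*, *glpA*, and *ypeC*.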

The depletion of DapB very strongly activates the Rcs regulon (Fig. 4B). This is also a feature of β-lactam antibiotics, which is not unexpected since depletion of DapB also results in an inability to cross-link peptidoglycan. 

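The colanic acid capsule operon, the main target of RcsA and RcsB, rose as a whole with DapB depletion, by a median log2 fold change of 5.30. Its 20 genes all passed when adjusted over the list alone, and the list passed camera (adjusted p = 4.22e-85; adjusted p = 0.403 with an estimated correlation). *wza* (b2062, positions 2136104 to 2137243 of ASM584v2), which encodes the outer membrane channel for capsule export, had a log2 fold change of 6.77 ± 0.67 (edgeR adjusted p = 0.0612 over all genes). Of 16 other genes of the Rcs regulon, 14 rose when adjusted over the list alone, and the median was 5.14 (camera adjusted p = 5.48e-50; adjusted p = 0.402 with an estimated correlation). In this list, *osmB* (b1283, positions 1343110 to 1343328), a lipoprotein gene induced by osmotic stress, went from 3.50 to 378 CPM at 2 h and from 4.81 to 960.1 at 3 h (7.20 ± 0.58; edgeR adjusted p = 0.0612). *rcsA* itself (b1951, positions 2023968 to 2024591), the auxiliary regulator of capsule synthesis, went from 16.6 to 137 CPM at 2 h and from 10.3 to 353 at 3 h (4.06 ± 0.76; edgeR adjusted p = 0.215). The genes of the response regulator, *rcsB* (0.62 ± 0.47), and of the outer membrane sensor, *rcsF* (0.01 ± 0.40), did not pass. At 1 h the medians of the capsule operon and of the other Rcs genes were 0.34 and 0.43. At 2 and 3 h those of the other Rcs genes were 3.96 and 4.95.
Adjusted over all genes, 0 genes of either list passed in edgeR, while 20 and 14 had an unadjusted p under 0.05. DESeq2 called 18 and 12, and the paper's dispersion scheme called 20 and 14. *bdm*, a biofilm modulation gene in the second list, had 0 counts in both libraries without ATc and 79 with it, a log2 ratio of at least 4.88 against a floor of 3 counts over the group. The list's median was 4.86 with *bdm* at that bound. The study labelled *wza*, *osmB*, and other members in Fig. 4A from these libraries, so their direction is not independent evidence.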

In the case of β-lactam antibiotics, the Rcs phosphorelay system senses perturbations in the outer membrane through the outer membrane lipoprotein RcsF. This eventually results in the phosphorylation of the transcription factor RcsB, which then activates a potentially protective response (45). In contrast, RcsA, which is responsible for the regulation of capsule synthesis, is not required for this protective response (46). Knocking out *rcsF* and *rcsA* in the DapB depletion strain resulted a pattern similar to that for β-lactam antibiotics, where RcsF is protective but RcsA is not (Fig. 4C).

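In the Dxr-tagged strain, the Rcs genes were higher with ATc at 3 h more than at 2 h. The colanic acid capsule operon had a median log2 fold change of 1.69, with log2 ratios of 0.36 at 2 h and 2.32 at 3 h (camera adjusted p = 5.79e-08; adjusted p = 0.481 with an estimated correlation). All 20 genes had positive values, and 0 passed when adjusted over the list alone or over all genes in edgeR, while 9 had an unadjusted p under 0.05. DESeq2 called 1 over all genes, and the paper's dispersion scheme called 0. The 16 other Rcs genes had a median of 1.58 (camera adjusted p = 1.98e-07; adjusted p = 0.425 with an estimated correlation). Adjusted over the list alone, *ivy* (2.29 ± 0.51), *ydeI* (2.41 ± 0.54), and *osmB* (1.82 ± 0.45) rose. *rcsA* went from 16.1 to 26.2 CPM at 2 h and from 15.2 to 73.9 at 3 h (1.50 ± 0.68; edgeR adjusted p = 0.456).
The GDAR system and its acid fitness island were higher by much more, with a median of 3.72 over 15 genes (camera adjusted p = 5.94e-17; adjusted p = 0.425 with an estimated correlation). Adjusted over the list alone, 9 of them rose: *gadB* and *gadC* (glutamate decarboxylase and its antiporter), the regulator gene *gadE*, the periplasmic chaperone genes *hdeA* and *hdeB*, and *hdeD*, *slp*, *yhiD*, and *dctR*. *hdeA* (b3510, positions 3656408 to 3656740 of ASM584v2) went from 20.3 to 206 CPM at 2 h and from 36.5 to 3815 at 3 h (5.03 ± 1.05; edgeR adjusted p = 0.229). The lipoprotein gene *slp* had 3.90 ± 0.61. *gadA* (3.11 ± 1.20) and *gadB* (5.46 ± 0.72) are nearly identical, so that reads may have been assigned to the wrong copy. In the DapB-tagged strain, the median of the 15 genes was −0.02 (camera adjusted p = 0.904, in the opposite direction to the median).
Over all genes, 0 GDAR genes passed in edgeR, while 11 had an unadjusted p under 0.05. DESeq2 called 10, and the paper's dispersion scheme called 7. Over the list alone, 0 GDAR genes were called under the paper's dispersion scheme. The GDAR median was 1.66 without the Dxr 3 h pair and 5.07 without the Dxr 2 h pair. It was 5.80 without the 2 libraries with conflicting labels, which sets 3 h with ATc against 2 h without it and cannot tell ATc from time. In the Rcs lists, 18 capsule genes rose over the list alone without the Dxr 2 h pair or either of its libraries, and camera gave adjusted p = 0.129 for the operon without the Dxr 3 h pair. In edgeR, 0 of the other Rcs genes passed without any 1 of the 8 libraries or without any pair but the DapB 3 h pair (4 passed), and 0 did with no replicate block or with the 1 h libraries added. The capsule median was 0.37 without the Dxr 3 h pair and 1.02 with the 1 h libraries added.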

Depletion of Dxr also modestly activates the Rcs regulon (Fig. 4B), but it very strongly upregulates several acid stress systems (Fig. 4C). 

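Genes for the lysine and arginine antiporters, which export the decarboxylated amino acid in exchange for a new one, were among those that rose most with Dxr depletion. *cadB* (b4132, positions 4358697 to 4360031 of ASM584v2), the lysine-cadaverine antiporter gene, went from 1.76 to 94.0 CPM at 2 h and from 1.87 to 202 at 3 h, a log2 fold change of 6.26 ± 0.56 (edgeR adjusted p = 0.111 over all genes). *cadA*, the lysine decarboxylase gene downstream, had 3.84 ± 0.44, and their activator gene *cadC* had 0.14 ± 0.41. In the arginine system, the antiporter gene *adiC* (3.90 ± 0.50) and the activator gene *adiY* (4.70 ± 0.61; b4116, positions 4337168 to 4337929) rose when adjusted over the list alone, and the arginine decarboxylase gene *adiA* had 0.24 ± 0.41. *adiY* went from 8.19 to 181 CPM at 2 h and from 6.69 to 205 at 3 h. *gadE* (b3512, positions 3658366 to 3658893), the central activator of the glutamate system, went from 0.585 to 14.1 and from 3.52 to 68.1 CPM (4.40 ± 0.54; edgeR adjusted p = 0.111). In the ornithine system, the decarboxylase gene *speF* had −0.05 ± 0.53 and the antiporter gene *potE* had 0.24 ± 0.42. The arginine decarboxylase gene of polyamine synthesis, *speA*, had −1.43 ± 0.66.
The lists of the lysine and arginine systems, with 2 of 3 genes each rising when adjusted over the list alone, had medians of 3.84 and 3.90 (camera adjusted p = 8.58e-08 and 2.99e-06; adjusted p = 0.425 with an estimated correlation for both). The ornithine list had a median of 0.09 (camera adjusted p = 0.938). With DapB depletion, the medians of the lysine, arginine, and ornithine lists were 0.34, −0.09, and −0.10 (camera adjusted p = 0.770, 0.895, and 0.918; for the arginine list in the opposite direction to the median). Over all genes, 0 genes of the lysine and arginine lists passed in edgeR with Dxr depletion, while 2 of each had an unadjusted p under 0.05 and were called by DESeq2 and by the paper's dispersion scheme.

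**Figure D2:**
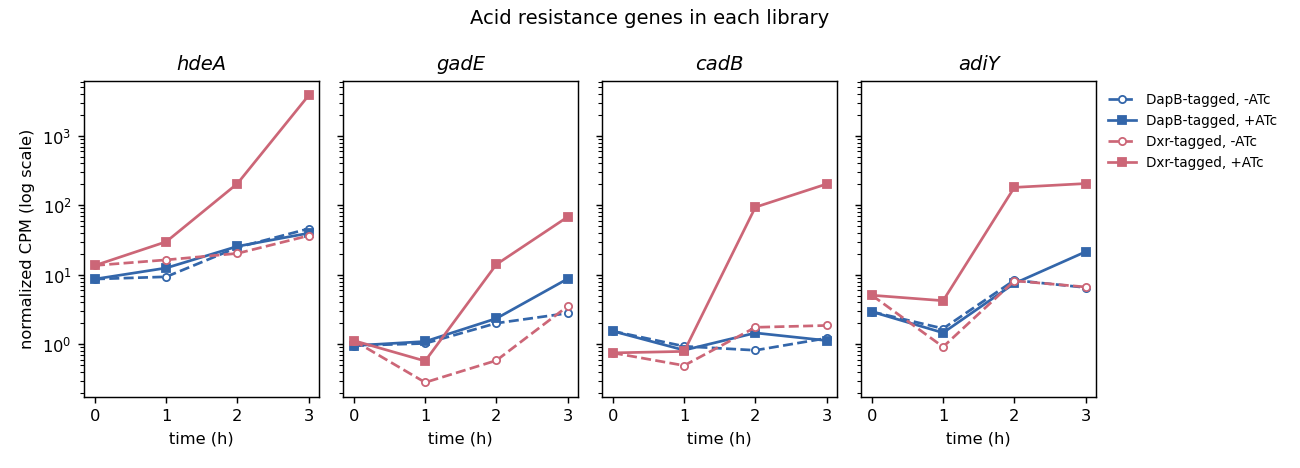
Normalized CPM (log axis) of *hdeA*, *gadE*, *cadB*, and *adiY* in each library against time after ATc addition, for the DapB-tagged (blue) and Dxr-tagged (red) strains without ATc (dashed) and with ATc (solid); both lines of a strain start from its 0 h library. With ATc the Dxr-tagged strain is highest at 2 and 3 h, at 181 and 205 for *adiY*.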

Three of E. coli’s four acid stress-induced amino acid antiporter systems were upregulated, LDAR (*cadC*), ADAR (*adiY*), and GDAR (*gadE*) but not ODAR (*speA*), as well as other acid stress genes, such as *hdeA* (Fig. 4D). In contrast, the expression of the Cpx regulon, which is implicated in sensing periplasmic pH, was unchanged (Table S1) (47). These observations suggested a drop in cytoplasmic pH, which was confirmed using a pH-sensitive fluorescent dye (Fig. 4E).

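Among 13 genes of the Cpx regulon, which responds to misfolded envelope proteins, 0 rose and 0 fell with Dxr depletion when adjusted over the list alone or over all genes in edgeR, while 2 had an unadjusted p under 0.05. DESeq2 called 0, and the paper's dispersion scheme called 1. The list's median log2 fold change was 0.33, with 0.31 at 2 h and 0.58 at 3 h (camera adjusted p = 0.110). *cpxP* (b4484, positions 4105820 to 4106320 of ASM584v2), the periplasmic inhibitor of the sensor CpxA, had 1.44 ± 0.41 (edgeR adjusted p = 0.315), and the periplasmic chaperone gene *spy* had 1.08 ± 0.39 (adjusted p = 0.397). The protease gene *degP* (0.07 ± 0.53), the response regulator gene *cpxR* (0.01 ± 0.41), and the sensor gene *cpxA* (0.04 ± 0.37) lay near 0. With DapB depletion, the median was 0.74 (camera adjusted p = 1.21e-04; adjusted p = 0.428 with an estimated correlation), and *spy* rose when adjusted over the list alone (3.71 ± 0.43; edgeR adjusted p = 0.0762 over all genes). *cpxP* had 1.22 ± 0.41 in that strain. The difference between the depletions had a median of 0.21 (camera adjusted p = 0.187). Without either library of the DapB 3 h pair, or without the DapB 2 h library lacking ATc, *spy* did not pass over the list alone, which left 0 genes.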

10.1128/mbio.03756-21.3 TABLE S1 Log fold changes in expression of E. coli genes due to depletion of DapB or Dxr 2 and 3 h after the induction of the *Mf*-Lon protease. 

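Table S1 gives, for each gene, a log fold change and a p value at 2 and 3 h of depletion, where each comparison sets the library with ATc against the library without ATc of the same strain and time. The first 1997 gene entries of the table were read here, up to *pinR*, and 2386 were not used. In the Dxr columns, all 1997 entries equalled the shrunken log2 fold changes that the authors deposited, to within 0.001. In the DapB columns, all 1997 entries equalled the deposited Wald statistics to within 0.001. These are log2 fold changes divided by their standard errors. For example, *osmB* and *hdeA* can be compared between the columns of one strain but not between DapB and Dxr. Shrinkage moves log2 fold changes toward 0, and the values here are not shrunken. The p values in the table are unadjusted. After the authors' adjustment over all genes, the smallest deposited adjusted p from DESeq2 was 1.00 and 0.900 for DapB at 2 and 3 h and 0.0345 and 0.892 for Dxr.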

Download Table S1, XLSX file, 0.6 MB. Copyright © 2022 Gruber et al. 2022 Gruber et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

Dxr depletion also upregulated genes involved with anaerobic respiration. 

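In the Dxr-tagged strain, *narH*, *narJ*, and *narI*, which encode the electron transfer subunit, the assembly chaperone, and the membrane cytochrome subunit of nitrate reductase A, rose when adjusted over the list alone, while the first gene of their operon, *narG*, did not pass. *narH* (b1225, positions 1283604 to 1285142 of ASM584v2) went from 8.19 to 144 CPM at 2 h and from 12.1 to 354 at 3 h (4.51 ± 0.49; edgeR adjusted p = 0.111 over all genes). *narJ* and *narI* had 4.58 ± 0.57 and 4.51 ± 0.61. *narG*, the catalytic subunit gene, had 419 and 419 CPM without and with ATc at 2 h and 1168 and 911 at 3 h (−0.18 ± 0.51). The same contrast between first and later genes was seen in other operons of the Dxr-tagged strain. It came with a higher share of rRNA counts with ATc (19.0% against 8.94% at 2 h and 25.5% against 13.7% at 3 h). The DapB-tagged strain also had a higher share with ATc (19.9% against 15.4% and 23.7% against 16.9%). There the later *nar* genes relative to *narG* were higher with ATc at 2 h and lower at 3 h. In a comparison made after the results were seen, the later genes relative to the first were higher with ATc than without it at both times in 7 of 8 operons of the Dxr-tagged strain (*narGHJI*, *moaABCDE*, *frdABCD*, *dmsABC*, *fdnGHI*, *nirBD*, and *cyoABCDE*) and lower in *sdhCDAB*, against 3 of 8 in the DapB-tagged strain. The nitrate transporter gene *narK* fell (−1.80 ± 0.45), and the nitrate sensor and regulator genes *narX* and *narL* had 0.18 ± 0.40 and 0.63 ± 0.37. Adjusted over the list alone, 3 of the 7 *nar* genes were higher, 1 was lower, and the median was 0.63 (camera adjusted p = 3.02e-05; adjusted p = 0.425 with an estimated correlation). Of 14 genes of molybdenum cofactor synthesis and molybdate transport, which supply the cofactor of nitrate reductase, 4 rose over the list alone: *moaB* (2.40 ± 0.47), *moaC* (2.50 ± 0.43), *moaD* (2.51 ± 0.38), and *moaE* (2.56 ± 0.43). *moaA*, the first gene of their operon, had 0.24 ± 0.43, and the list's median was 0.45 (camera adjusted p = 4.82e-04; adjusted p = 0.425 with an estimated correlation). With DapB depletion, *narH* had −1.13 ± 0.44 and the nitrate reductase list a median of −0.42 (camera adjusted p = 0.744). *moaB* and *moaE* were also higher with DapB depletion (1.91 ± 0.47 and 1.83 ± 0.42). There the molybdenum list had a median of 0.03 (camera adjusted p = 0.388) and the same 4 genes passed over the list alone. The difference between the depletions in that list was −0.70 (camera adjusted p = 0.0483; adjusted p = 0.428 with an estimated correlation). It did not pass with DESeq2 size factors (camera adjusted p = 0.0529) or with DESeq2's Wald test (0.0585).
Over all genes, 0 genes of either list passed in edgeR with Dxr depletion, while 4 of each had an unadjusted p under 0.05. DESeq2 called 4 of each, and the paper's dispersion scheme called 3 of each. Without either Dxr pair or any 1 of its libraries, or with the 1 h libraries added, *narK* did not pass over the list alone (0 lower). With DapB depletion, 0 of the molybdenum genes did without either DapB pair or any 1 of its libraries or with the 1 h libraries added, and 2 did with no replicate block.

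**Figure D3:**
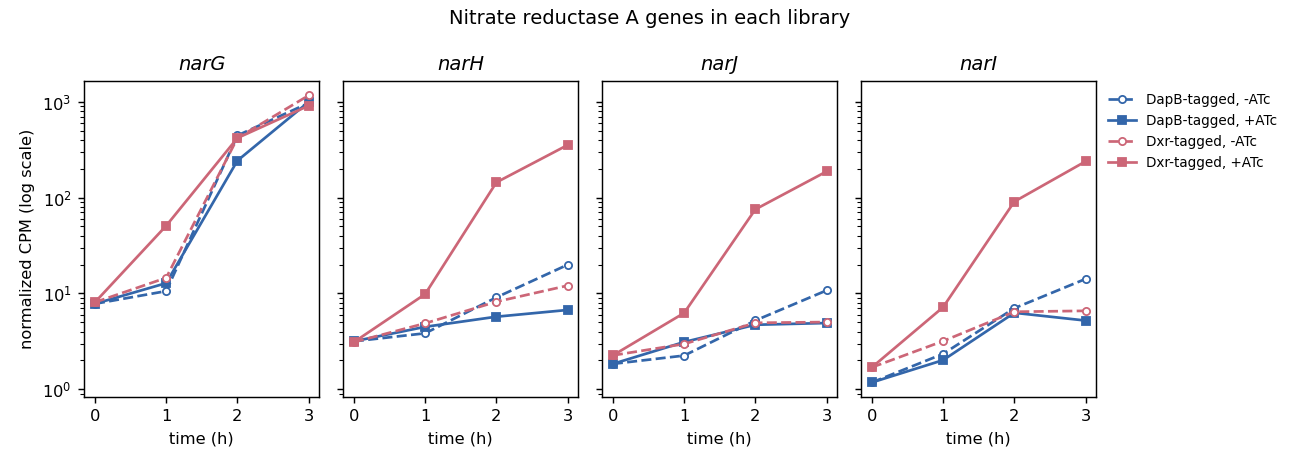
Normalized CPM (log axis) of *narG*, *narH*, *narJ*, and *narI* in each library against time after ATc addition, for the DapB-tagged (blue) and Dxr-tagged (red) strains without ATc (dashed) and with ATc (solid); both lines of a strain start from its 0 h library. At 3 h *narH* is at 354 with ATc in the Dxr-tagged strain, and *narG* at 911.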

Nitrate reductase and the genes responsible for producing their various cofactors were all strongly expressed. 

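With Dxr depletion, *napF* and *napD* of the periplasmic nitrate reductase and *dmsA* of dimethyl sulfoxide reductase fell. Of 29 measured genes for the periplasmic nitrate reductase (*nap*), the nitrite reductases (*nrf* and *nir*), dimethyl sulfoxide reductase (*dms*), fumarate reductase (*frd*), trimethylamine *N*-oxide reductase (*tor*), and formate dehydrogenase N (*fdn*), 0 rose and 3 fell when adjusted over the list alone. The 3 were *napF* (−4.38 ± 0.66) and *napD* (−5.29 ± 1.05), which function in the maturation of the periplasmic nitrate reductase, and *dmsA* (−3.14 ± 0.61), the catalytic subunit gene of dimethyl sulfoxide reductase. The catalytic subunit gene *napA* had −2.66 ± 0.79, *frdA* had −1.91 ± 0.67, and *nirB* had −0.50 ± 1.20. *dmsA*, *frdA*, and *nirB* are the first genes of their operons, in which the later genes relative to the first were higher with ATc than without it at 2 and 3 h, with 19.0% and 25.5% rRNA counts with ATc against 8.94% and 13.7% without it. The DapB-tagged strain had 19.9% and 23.7% with ATc against 15.4% and 16.9%. In that strain the later genes of these operons relative to the first were higher with ATc at 2 h and lower at 3 h. The later *dms* genes of the Dxr-tagged strain had median log2(TPM + 1) values of 0.76 without and 0.77 with ATc at 2 h. At 3 h these were 1.51 and 1.08. The list's median was −0.42, with −0.04 at 2 h and −0.85 at 3 h (camera adjusted p = 0.00498; adjusted p = 0.481 with an estimated correlation). Among 10 genes of the cytochrome oxidases, which respire oxygen, *cydX* (3.06 ± 0.41) and *cydB* (2.38 ± 0.43) of the high-affinity oxidase (named after their values were seen) rose when adjusted over the list alone (median 0.86; camera adjusted p = 0.00155; adjusted p = 0.481 with an estimated correlation). Without the Dxr 3 h pair, 1 cytochrome oxidase gene rose over the list alone and camera gave adjusted p = 0.347 (median 0.05; 1.42 without the Dxr 2 h pair). With all libraries of the fit, *cydA* of the same oxidase was not called over the list alone, and its operon was not among those compared. *fnr*, the regulator of anaerobic respiration, had 1.15 ± 0.57.
Over all genes, 0 of the 29 genes passed in edgeR, while 6 lower and 1 higher had an unadjusted p under 0.05. DESeq2 called 5 lower, and the paper's dispersion scheme called 3 lower. The count of 3 lower genes was 0 without the Dxr 3 h pair or either of its libraries or with the 1 h libraries added (camera adjusted p = 0.420 without the pair and 0.135 with the 1 h libraries), 2 without the Dxr 2 h pair or either of its libraries (beside 1 higher, *fdnI*), and 4 or 5 without any 1 DapB library or pair (beside 1 higher, *nirD*, which DESeq2 and the Dxr strain fitted alone also called over the list alone).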

The Nar system is E. coli’s preferred anaerobic respiration system under high-nitrate conditions, such as those that are found in LB (48), and was the only system that was upregulated (Fig. 4F). Expression of all of these genes was expected to be strongly repressed under the aerobic conditions in which the cells were grown.

Having identified several major markers of stress caused by Dxr depletion, we examined whether the degradation of this protein recapitulates the transcriptional response that occurs as a result of Dxr inhibition by the antibiotic fosmidomycin. As expected, the levels of expression of *soxS*, *entB*, *rcsA*, *hdeA*, and *narH* were affected somewhat similarly between Dxr depletion and fosmidomycin treatment, although the magnitudes of change varied greatly (Fig. 5A and B), suggesting that protein depletion roughly mimics antibiotic activity.

**FIG 5:**
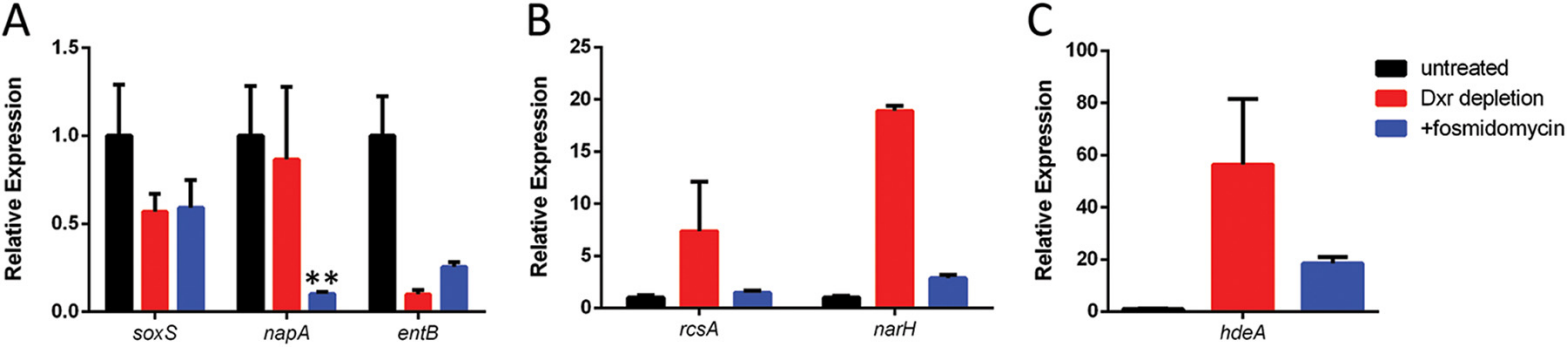
Fosmidomycin treatment mirrors Dxr depletion. (A) Both drug treatment and Dxr depletion lower the expression of *soxS* and *entB*, while fosmidomycin also lowers the expression of *napA*, a subunit of the periplasmic nitrate reductase. (B) Both treatments increase the expression of the anaerobic respiration gene *narH*, but only *dapB* depletion increases the expression of *rcsA*. (C) Expression of the acid stress gene *hdeA* is increased by both treatments, although it is expressed significantly more with Dxr depletion. Data are means ± SD from 3 biological replicates. Each data set is a representative result from at least three independent experiments. *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001; using Student's *t* test.

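The list of enterobactin genes had medians of opposite sign in the DapB- and Dxr-tagged strains. With DapB depletion, *entB* (b0595, positions 627694 to 628551 of ASM584v2), an enzyme gene of enterobactin synthesis, went from 20.8 to 269 CPM at 2 h and from 16.7 to 152 at 3 h (3.44 ± 0.87; edgeR adjusted p = 0.457). With Dxr depletion it went from 19.2 to 14.6 and from 49.3 to 3.46 (−2.09 ± 0.94; edgeR adjusted p = 0.451). The difference was 5.53 ± 1.27 (adjusted p = 0.376). Of 14 genes of enterobactin synthesis and uptake, 7 rose with DapB depletion when adjusted over the list alone, among them *entC* (2.95 ± 0.79), *entE* (3.50 ± 0.74), and the receptor gene *fepA* (2.51 ± 0.61). The median was 1.93 (camera adjusted p = 2.92e-11; adjusted p = 0.871 with an estimated correlation). With Dxr depletion the median was −1.45 (camera adjusted p = 6.85e-06; adjusted p = 0.481 with an estimated correlation), with *entC* at −2.83 ± 0.85 and 0 genes called over the list alone.
For ferrichrome uptake, *fhuA*, the receptor gene, had log2 ratios of 1.49 at 2 h and −1.19 at 3 h with DapB depletion (0.15 ± 0.79) and −1.12 ± 0.73 with Dxr depletion. The medians of the 6 ferrichrome genes were 0.87 and −0.82 (camera adjusted p = 0.0990 and 0.0994). Their difference had a median of 1.51 (camera adjusted p = 0.0102; adjusted p = 0.614 with an estimated correlation). The list's median log2 ratios at 2 and 3 h were 1.84 and −0.10 with DapB depletion and −0.37 and −1.47 with Dxr depletion, so that they had opposite signs at 2 h only. *feoA* (b3408, positions 3540163 to 3540390), of ferrous iron transport, had −0.27 ± 0.40 with DapB depletion. With Dxr depletion *feoA* was lower with ATc than without it, at 32.7 against 129 CPM at 2 h and 16.6 against 109 at 3 h (−2.35 ± 0.42; edgeR adjusted p = 0.175 over all genes). There *feoA* and *feoB* (−1.41 ± 0.45) were called lower over the list of 3 *feo* genes alone. The medians of the *feo* genes were −0.02 with DapB (camera adjusted p = 0.764, in the opposite direction to the median) and −1.41 with Dxr (camera adjusted p = 0.0510). The difference was 1.39 (camera adjusted p = 0.0480; adjusted p = 0.525 with an estimated correlation). Against 0 h, the *feo* median in the Dxr-tagged strain was 2.03 and 1.78 without ATc at 2 and 3 h, and 0.11 and −0.71 with it. In the DapB-tagged strain it was 1.77 and 0.95 without ATc and 1.97 and 0.70 with it. The gap with Dxr depletion thus came largely from a rise without ATc, and growth and depletion cannot be told apart there. The 7 ferric citrate genes had medians of 0.78 and −1.16 (camera adjusted p = 0.0150 and 8.17e-04; adjusted p = 0.967 and 0.481 with an estimated correlation). The 19 other genes repressed by the iron regulator Fur had medians of 0.91 and −1.41 (camera adjusted p = 1.53e-05 and 1.64e-05; adjusted p = 0.967 and 0.545 with an estimated correlation). Among the latter, the siderophore receptor genes *fiu* (2.87 ± 0.44) and *cirA* (2.95 ± 0.58) rose with DapB depletion over the list alone. In the authors' own list of Fur genes, of which 120 were tested, the medians were 0.24 and −0.48 (camera adjusted p = 1.85e-04 and 0.00170; adjusted p = 0.288 and 0.377 with an estimated correlation), and 1 gene rose with DapB depletion over the list alone.
Over all genes, 0 of the 14 enterobactin genes passed in edgeR, while 7 had an unadjusted p under 0.05 with DapB depletion and 2 with Dxr depletion. DESeq2 called 6 and 2, and the paper's dispersion scheme called 7 and 2. Without the DapB 2 h pair, camera gave adjusted p = 0.0603, 0.761, and 0.846 for the enterobactin, ferric citrate, and other Fur lists with DapB depletion. Then 0 enterobactin genes were called over the list alone (0 without either of its libraries, 11 without the DapB 3 h pair or either of its libraries). Without the Dxr 3 h pair, these lists had adjusted p = 0.118, 0.122, and 0.102 with Dxr depletion. Without the Dxr 2 h pair or either of its libraries, 6 enterobactin genes fell over the list alone. The enterobactin median was 0.97 and 2.97 without the DapB 2 h or 3 h pair with DapB depletion and −2.44 and −0.66 without the Dxr 2 h or 3 h pair with Dxr depletion. Over the lists alone, *feoB* or *feoA* was no longer called (1 or 0 lower) without any 1 library or pair but the Dxr 2 h library lacking ATc, with no replicate block (1), or with the 1 h libraries added (0). With Dxr depletion, 4 or 5 ferric citrate genes fell over the list alone with DESeq2 size factors (4), by DESeq2 (5), and with the 1 h libraries added (5), in place of 0. In edgeR, 0 other Fur genes rose without either DapB pair or any 1 of its libraries.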

Interestingly, one of the few genes whose expression changes were divergent between DapB and Dxr depletion (Fig. 4, lower right quadrant) was the iron uptake gene *entB.* DapB depletion increases the expression of iron uptake systems, such as enterobactin (*entB*), ferrichrome (*fhuA*), and ferrous iron (*feoA*) (Fig. 6A). In contrast, Dxr depletion resulted in a drop in the expression of both the enterobactin and ferrichrome transport systems, while the expression of the ferrous iron transport system increased (Fig. 6B). The amount of iron in cells was measured using inductively coupled plasma mass spectrometry (ICPMS), and DapB depletion resulted in elevated iron levels (Fig. 6C). Despite the transcriptional changes of the iron uptake systems, the amount of iron in Dxr-depleted cells was unchanged (Fig. 6D).

**FIG 6:**
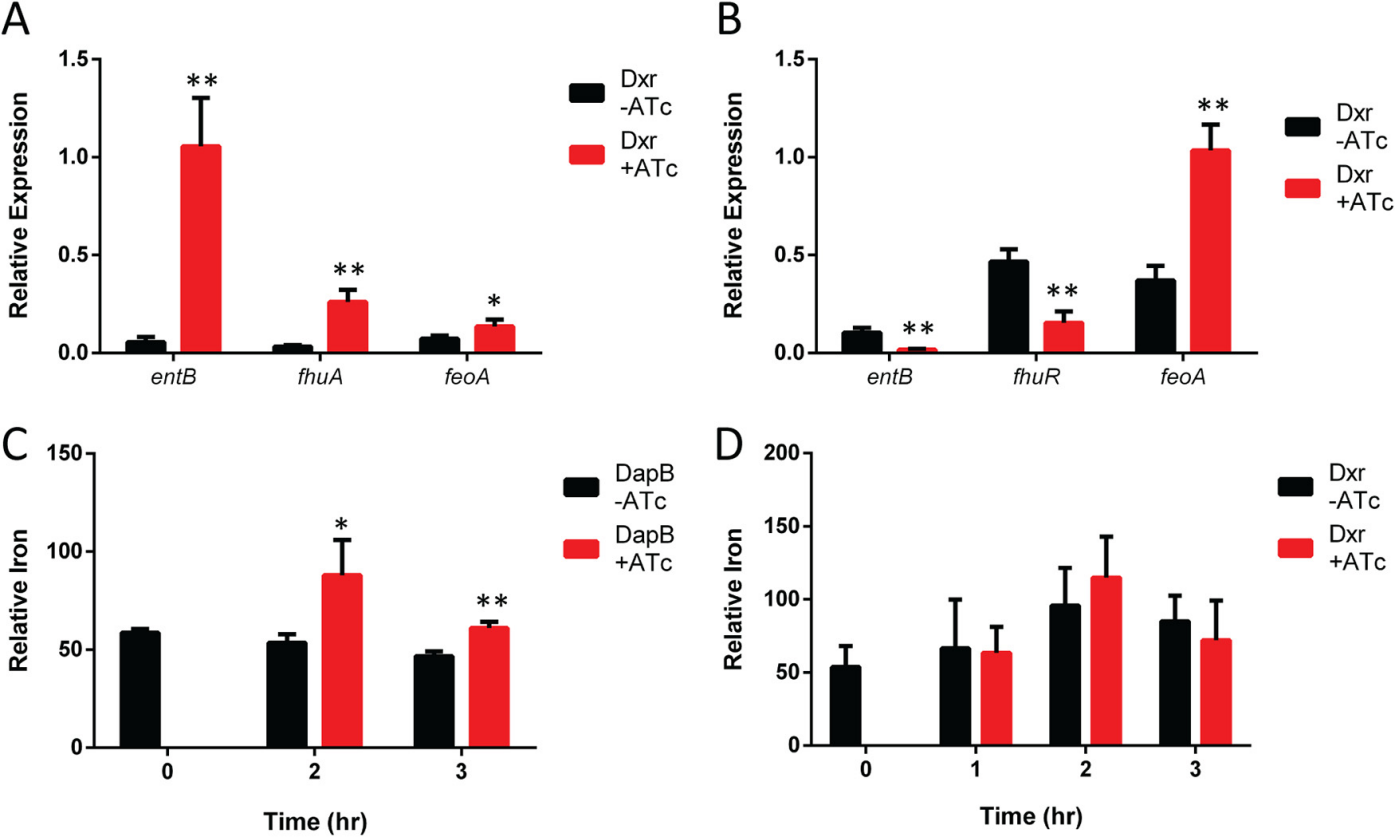
Both DapB depletion and Dxr depletion alter the expression of iron uptake genes and lead to increased levels of iron in DapB-depleted cells. (A) DapB depletion causes an increase in the expression of three different iron uptake systems, enterobactin (*entB*), ferrichrome (*fhuA*), and ferrous iron (*feoA*). (B) Dxr depletion causes a decrease in enterobactin (*entB*) and ferrichrome (*fhuA*) but an increase in ferrous iron (*feoA*). (C and D) DapB depletion leads to an elevation in cellular iron levels (C), while the amount of iron in Dxr-depleted cells is unchanged (D). Data are means ± SD from 3 biological replicates. Each data set is a representative result from at least three independent experiments. *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001; using Student's *t* test.

## DISCUSSION

ROS and incomplete BER have been found to play a role in cell death from a variety of lethal stresses. We identified two new stresses that also follow this pattern: the depletion of the essential proteins DapB and Dxr. Despite these two stressors sharing a component of lethality, we found their physiological responses to be extremely different. This is consistent with previous conclusions that there is not a singular pathway that leads to ROS production but rather that it is a common metabolic consequence of greatly perturbed cellular physiology. For example, several different metabolically distinct futile cycles all lead to increased ROS production (17). Additionally, the relative contributions of incomplete BER to cell death differed between the two stressors, supporting our hypothesis that susceptibility to this pathway of cell death is heavily dependent on the exact physiological changes that caused the lethal stress, with respect to both the amount of ROS produced and the degree of perturbation of the cell machinery involved in 8-oxo-dG-related DNA repair (13).

The depletion of DapB has several features that mirror those of cell wall synthesis inhibitors, such as β-lactams. This was expected, as DapB is required to produce the DAP that Gram-negative bacteria, such as E. coli, use to cross-link peptidoglycan. The transcriptional changes and effects of *rcsA* and *rcsF* mutations parallel those of β-lactam treatment. Interestingly, the relative lack of cell lysis suggests a greater similarity to β-lactams that inhibit class B penicillin biding proteins (PBP) (49) than to those that inhibit class A PBPs, which generally result in cell lysis (50). Unlike with small-molecule inhibitors that show different specificities for various PBPs, DapB depletion should have a more unbiased effect. Additionally, the lack of DAP for cross-linking may trigger the same futile energy-intensive cycle of cell wall synthesis and degradation that β-lactam antibiotics are capable of triggering (51).

DapB depletion also resulted in a number of characteristics shared with previously described lethal stresses. 

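With DapB depletion, the genes of the OxyR regulon, which detoxify hydrogen peroxide and restore thiols, did not move together. The glutaredoxin gene *grxA* (b0849, positions 890496 to 890753 of ASM584v2) had a log2 fold change of 1.08 ± 0.40 (edgeR adjusted p = 0.771) over 2 and 3 h, while the catalase gene *katG* had −0.83 ± 0.39, the peroxidase genes *ahpC* and *ahpF* had −0.26 ± 0.52 and 0.16 ± 0.54, and *dps*, which protects DNA and stores iron, had 0.08 ± 0.49. *oxyR* itself had −0.53 ± 0.47. Of 13 measured genes, 0 passed when adjusted over the list alone or over all genes in edgeR, while 1 had an unadjusted p under 0.05. In the same list, 0 were called by DESeq2 or by the paper's dispersion scheme. The list's median was −0.02 (camera adjusted p = 0.965, in the opposite direction to the median). In the authors' own list of OxyR genes, which also holds SoxR and SoxS entries, 75 genes were tested and 0 passed over the list alone, with a median of 0.10 (camera adjusted p = 0.276). *soxS*, the regulator gene of the superoxide response, had 1.49 ± 0.41 (edgeR adjusted p = 0.513), and the 16 genes of the SoxRS regulon had a median of 0.19 (camera adjusted p = 0.647), with 0 called over the list alone.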

As with MalE-LacZ expression, the type VI secretion system, and P1*vir* phage, expression of the oxidative-stress regulator SoxS was increased (13, 16), and like MalE-LacZ, the OxyR regulon was unaffected. The level of ROS induced by these stresses is quite low (4), potentially below the threshold required for activation of the OxyR response, which would limit the protective response against oxidative damage. DapB depletion also increases the expression of certain 8-oxo-dG repair proteins, particularly MutY, while MalE-LacZ expression increases the expression of MutM. Increased expression of these glycosylases without a corresponding increase in downstream BER components would result in an increase in BER intermediates in the genome, thus increasing the risk of one of these lesions being encountered by a replication fork and causing a DSB. Interestingly, MutY is normally downregulated by oxidative stress (52), while MutM is regulated by the heat shock response (53). This suggests that E. coli evolved to not upregulate these genes under oxidative-stress conditions as a strategy to limit the accumulation of these potentially dangerous DNA repair intermediates.

In contrast, Dxr depletion had little in common with any previously described stressors, with no activation of SoxS or downregulation of MutY, which may explain the lower level of contribution of incomplete BER to overall cell death. The transcriptional changes that were identified suggest a greatly altered cell physiology. Of particular interest was the strong induction of anaerobic respiration, as these genes should be repressed under aerobic conditions. One of our predicted outcomes of Dxr depletion was the inability of the cell to produce new quinones due to the block in isoprenoid biosynthesis. The histidine kinase of the ArcAB two-component system uses oxidized quinones as a signal that the cell is growing aerobically (54). This system has significant overlap and interplay without other regulators, such as FNR (55, 56), so this may explain why Dxr-depleted cells express anaerobic respiration systems. Another major change in physiology was the acidification of the cytoplasm. Previous work has found that the *marRAB* operon is responsible for the slight acidification of E. coli’s cytoplasm (pH ∼7.4 to 7.7 → ∼7.1 to 7.5) in response to the antibiotic norfloxacin, and this helps facilitate resistance (57). However, while expression of *marRAB* is increased by Dxr depletion (Table S1), the massively elevated transcription of multiple acid stress systems suggests a much lower pH of ∼6.5 (58). 

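With Dxr depletion, the genes of the *marRAB* operon, which encodes a multidrug resistance regulator, its repressor, and a small protein, had positive log2 fold changes, and none passed a test. *marA* (b1531, positions 1619574 to 1619957 of ASM584v2), the activator gene, had 0.85 ± 0.35 (edgeR adjusted p = 0.426 over all genes), the repressor gene *marR* had 0.78 ± 0.39, and *marB* had 0.40 ± 0.40. The operon's median was 0.78, with 0.94 at 2 h and 0.74 at 3 h (camera adjusted p = 0.144). In edgeR, 0 genes were called over the list alone and 0 had an unadjusted p under 0.05, and DESeq2 and the paper's dispersion scheme called 0. With DapB depletion, *marA* (1.36 ± 0.36) and *marR* (1.18 ± 0.39) rose when adjusted over the list alone, and the median was 1.18 (camera adjusted p = 0.0111; adjusted p = 0.680 with an estimated correlation). The difference between the depletions had a median of 0.39 (camera adjusted p = 0.580). With DapB depletion, 0 genes passed over the list alone without either DapB pair or any 1 of its libraries or with no replicate block, 1 did with the 1 h libraries added, and camera gave adjusted p = 0.300 without the DapB 2 h pair.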

The exact causes and consequences of this change in pH still need to be elucidated.

One of the very few similarities between DapB and Dxr depletion was that both affected iron uptake, albeit largely in different directions. Iron is central to Fenton chemistry and the generation of hydroxide radicals that are required to generate 8-oxo-dG, so the levels of cellular iron may have profound effects on incomplete BER-mediated cell death. The increase in uptake and cellular iron levels in DapB-depleted cells would put them at higher risk for Fenton chemistry-generated radicals. Dxr depletion on the other hand was able to maintain normal iron levels in spite of several uptake systems being downregulated. The one upregulated system, the ferrous iron transport system, in E. coli is regulated by the ArcAB system and is the preferred transporter under anaerobic conditions. Cellular physiology can also affect the rate of Fenton chemistry, particularly pH (59). The Fenton reaction is promoted by higher pH, so the protective effective of *marRAB*-induced acidification of the cytoplasm observed by Reyes-Fernandez and Schuldiner (57) may be in part due to suppressed Fenton chemistry, which may also contribute to the reduced role of the BER-mediated pathway of cell death in Dxr depletion.

The vastly different physiological responses to these two lethal stresses highlight the importance of altered cellular homeostasis to incomplete BER-mediated cell death, as it is unlikely that endogenously generated ROS alone is sufficient to cause cell death (60). For DapB depletion, increased Fenton chemistry due to a higher availability of iron and a higher rate of BER incisions is the likely candidate for the observed effects. Conversely, what physiological changes Dxr depletion causes that allow for ROS and incomplete BER to contribute to cell death are still unknown and will require further research. In addition to Dxr’s differing effects on cell physiology, timing may play an important role in the various levels of incomplete BER-mediated cell death. Due to the protective effects of MutT overexpression and MutY knockouts, at least one round of DNA replication is required in our model. In all experiments, the Dxr-depleted cells died earlier than the DapB-depleted cells, suggesting that Dxr depletion is more immediately toxic to the cells. There may simply be less time for 8-oxo-dG lesions to accumulate before the cell dies due to another cause.

In the end, there is a finite number of ways for a bacterial cell to die, and a lethally stressed cell may experience multiple pathways of cell death at the same time. The exact “causes of death” can vary from cell to cell, and the relative levels of each cause of death vary from condition to condition. These complexities of cell death likely confounded early research into the role that oxidative stress plays in bacterial cell death from antibiotic treatment (2, 3, 7, 8). In retrospect, we note that key publications chiefly responsible for casting doubt on the role that ROS play in antibiotic lethality (7, 8) neglected previously published evidence (3) for 8-oxo-dG-dependent incomplete BER being an underlying causal mechanism for the oxidative component of antibiotic lethality. This was an important omission, since a single DNA DSB is sufficient to kill a cell and can result from a very modest increase of 8-oxo-dG in the genome, coupled with a physiologically induced imbalance in BER enzymes, as described above. Instead, an argument was made that it is not plausible for antibiotics to induce enough ROS to kill cells by processes that require bulk action, such as inactivating mononuclear iron enzymes or iron-sulfur dehydratases (60). It also led to the conclusion that Fenton chemistry was not likely to be important at the DNA level, an inference that did not allow for the possibility that antibiotic-induced alterations of DNA repair proteins might create a vulnerability to oxidative killing by this mechanism.

Since then, a robust body of work has expanded on the number of stresses found be able to kill cells through oxidative stress from the initial three classes of bactericidal antibiotics, β-lactams, aminoglycosides, and fluoroquinolones (3, 4), to include the T6SS, the P1*vir* phage, polymyxin B (16), the MalE-LacZ fusion protein (13), thymineless death (11), and trimethoprim (5). Our research has specifically identified the incomplete removal of oxidized nucleotides as a major component of cell death (3, 4, 13). This study adds to the evidence that incomplete BER of oxidative lesions is a common pathway of cell death for a variety of stresses beyond those caused by antibiotics. The ubiquity of this pathway suggests that it might be a target for developing new antibiotics or increasing the efficacy of existing ones (3, 4, 13).

## MATERIALS AND METHODS

### Strains and plasmids.

All strains used in this study are listed in Table S1 in the supplemental material. Knockout mutants were created by phage P1 transduction of alleles from the Keio collection. Antibiotic cassettes were resolved using pEC201 (30). The MutT plasmid was from the ASKA plasmid collection (61).

### EPD library screen.

The Eukaryotic Promoter Database (EPD) strain library was screened multiple ways. First, cultures of each strain were grown overnight at 30°C and then diluted 1:100 in fresh LB Lennox and grown for 30 min at 30°C in a rotating shaker. The expression of the protease was induced through adding 50 ng/ml of anhydrotetracycline (Sigma). Five hundred micromolar bipyridyl or 100 mM thiourea was added to replicates, and samples were taken after 2 h, serially diluted, and spotted onto plates, which were then incubated overnight at 30°C. In a separate experiment, overnight cultures were serially diluted and spotted on LB plates containing 50 ng/ml ATc and 250 μM bipyridyl or 50 mM thiourea and incubated overnight at 30°C. For the anaerobic screen, overnight cultures were also serially diluted as before and spotted on LB with or without ATc. Plates were put into anaerobic canisters with a GasPak (BD) and incubated at 30°C for 48 h. To screen for MutT overexpression, each strain was transformed with the MutT plasmid or an empty vector control. Overnight cultures were diluted and grown for 30 min, and then 50 ng/ml ATc was added to induce the protease as before. Again, samples were taken after 3 h, and serial dilutes were spotted on LB agar and then incubated overnight at 30°C. Strains were considered hits if they were protected from killing in at least three of these six assays.

### EPD killing curve.

Each strain was streaked onto LB agar and grown overnight at 30°C. Three separate colonies were picked and grown overnight at 30°C in a rotating shaker. Cultures were diluted 1:100 in fresh LB and grown to early log phase, with an optical density at 600 nm (OD_600_) of ∼0.4, and diluted to an OD_600_ of 0.01; then 50 ng/ml of ATc was added. Samples were taken every hour, diluted, and plated on LB agar and then grown overnight at 30°C. For the antioxidant plates, the dilutes were plated on LB with 5% DMSO as well. Colonies were counted with a ProtoCOL 3 colony counter. Student's *t* test was used to determine if the difference between samples was statistically significant.

### Live/Dead assay.

The Live/Dead BacLight bacterial viability kit (ThermoFisher) was used to determine bacterial viability. The cultures were grown, and the degradation of essential protein was induced as previously described. Cells were collected at each time point and stained according to the manufacturer’s instructions. Cells were then plated on slide-mounted agarose pads on a Nikon Eclipse Ni microscope. Images were analyzed using ImageJ (62), and the numbers of live and dead cells were determined for each time point.

### 8-oxo-dG ELISA.

Cultures were grown and treated with ATc as described previously, and positive controls were treated with 10 mM H_2_O_2_ for 1 h. DNA was extracted using the DNA minikit (Qiagen) according to the manufacturer’s instructions. 8-oxo-dG was quantified using the HT 8-oxo-dG enzyme-linked immunosorbent assay (ELISA) kit II (Trevigen). Samples were assayed in biological triplicate.

### RNA sequencing and qPCR.

Cultures were initially prepared as before, except they were diluted to an OD_600_ of 0.1 when the ATc was added. Aliquots were taken at each time point, and RNA was extracted using the RNeasy bacterial minikit (Qiagen) and treated with the RNase-Free DNase set according to the manufacturers’ instructions. Single-end RNA-Seq reads were used to quantify gene expression by aligning against the E. coli MG1655 (ASM584v2) genome with Salmon (version 1.1.0) (63). The resulting counts and transcript per million (TPM) counts were assembled using the tximport package (version 1.12.0) (64). TPM counts were transformed to log_2_ space with an offset of 1. We imported the summarized integer counts into DESeq2 (version 1.24.0) (65, 66) and conducted differential analysis with apeglm log fold change shrinkage (67). As biological replicates were not available, all of the samples were treated as replicates of a single group for estimation of dispersion. We filtered the results that had a *P* value less than or equal to 0.05 and a log fold change greater than 1 or less than −1 to identify upregulated and downregulated genes, respectively. We identify enriched pathways by using DAVID Bioinformatics Resources (version 6.8) (68, 69) to identify functionally enriched pathways by comparing the lists of up-/downregulated genes against the background set. For quantitative PCR (qPCR), cDNA was created using an iScript cDNA synthesis kit (Bio-Rad) and was then used with PowerUp SYBR green (Life Technologies). For all DapB experiments, the 16S ribosomal gene *rrsA* and the *rpoA* subunit of the RNA polymerase were used as endogenous controls. For Dxr, *cysG* and *idnT* were used instead, as the *rrsA* and *rpoA* gene expression levels varied. All primers used are in Table S3.

10.1128/mbio.03756-21.4 TABLE S2 Strains used in this study. Download Table S2, DOCX file, 0.02 MB. Copyright © 2022 Gruber et al. 2022 Gruber et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/mbio.03756-21.5 TABLE S3 Primers used in this study. Download Table S3, DOCX file, 0.01 MB. Copyright © 2022 Gruber et al. 2022 Gruber et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### Fosmidomycin treatment.

For the fosmidomycin experiments, an inhibitory concentration of 50 μg/ml of fosmidomycin (70) was used in place of ATc. Cells were collected after 3 h of treatment and compared to cells with 3 h of Dxr depletion.

### Intracellular pH measurement.

Cells were grown and treated with ATc as previously described. Two hours after the induction of *Mf*-Lon, the cells were pelleted and washed with HEPES, pH 7.4, and stained with pHrodo green AM (Invitrogen) as per the manufacturer’s instructions. Fluorescence measurements where then performed using a Tecan Spark microplate reader.

### ICPMS measurements.

Metal content in cells was determined as previously described (71), with modifications. Samples were taken at various time points and were spun down and washed with metal-free water. The pellets were then digested in 40 μl 100% HNO_3_ and heated at 95°C for 1 h. Digested samples were diluted with 1,960 μl metal-free water (final concentration, 2% HNO_3_). The metal contents of the samples were determined in He mode using Agilent 7900 ICP-MS instrumentation. Similarly, a metal standard consisting of the divalent ions Mg^2+^, Mn^2+^, Ni^2+^, Fe^2+^, Co^2+^, and Zn^2+^ (1 mM each) was serially diluted, and metal counts were analyzed and plotted against concentration as standard curves. The metal counts of the samples were then calculated by fitting the metal counts with the standard curve for each metal.

# Supplementary material for: Degradation of the Escherichia coli Essential Proteins DapB and Dxr Results in Oxidative Stress, which Contributes to Lethality through Incomplete Base Excision Repair
**Source:** mBio. 2022 Feb 8;13(1):e03756-21. doi: 10.1128/mbio.03756-21
**Supplement:** TABLE S2

| **Strains** | **Genotype** | **Reference** |
| --- | --- | --- |
| MG1655 | F- lambda- *ilvG*- *rfb*-50 *rph*-1 | Lab stock |
| EPD005 | DapB-pdt kan | ([1](#_ENREF_1)) |
| EPD034 | Dxr-pdt kan | ([1](#_ENREF_1)) |
| EPD134 | GryA-pdt kan | ([1](#_ENREF_1)) |
| EPD137 | FolC-pdt kan | ([1](#_ENREF_1)) |
| EPD215 | SecY-pdt kan | ([1](#_ENREF_1)) |
| EPD290 | LexA-pdt kan | ([1](#_ENREF_1)) |
| CG301 | DapB-pdt frt | This study |
| CG302 | Dxr-pdt frt | This study |
| CG302 | CG301 ΔmutM ΔmutY | This study |
| CG303 | CG301 pCA24N | This study |
| CG304 | CG301 pMutT | This study |
| CG305 | CG301 ΔrecA | This study |
| CG306 | CG301 ΔrcsA | This study |
| CG307 | CG301 ΔrcsF | This study |
| CG308 | CG302 ΔmutM ΔmutY | This study |
| CG309 | CG302 pCA24N | This study |
| CG310 | CG302 pMutT | This study |
| CG311 | CG302 ΔrecA | This study |
| **Plasmids** |  |  |
| pCA24N | empty vector used in ASKA collection | ([2](#_ENREF_2)) |
| pMutT | ASKA collection MutT | ([2](#_ENREF_2)) |

1. Cameron DE & Collins JJ (2014) Tunable protein degradation in bacteria. *Nature biotechnology* 32(12):1276-1281.

2. Kitagawa M*, et al.* (2005) Complete set of ORF clones of Escherichia coli ASKA library (a complete set of E. coli K-12 ORF archive): unique resources for biological research. *DNA research : an international journal for rapid publication of reports on genes and genomes* 12(5):291-299.

# Supplementary material for: Degradation of the Escherichia coli Essential Proteins DapB and Dxr Results in Oxidative Stress, which Contributes to Lethality through Incomplete Base Excision Repair
**Source:** mBio. 2022 Feb 8;13(1):e03756-21. doi: 10.1128/mbio.03756-21
**Supplement:** TABLE S3

| rrsAF | ACCTTACCTACTCTTGACATCCA |
| --- | --- |
| rrsAR | CCCAACATTTCACAACACGAG |
| rpoAF | TAGAACAGCGTACCGACCTG |
| rpoAR | CGAAAGCTTCCAGTTGTTCA |
| cysGF | TTGTCGGCGGTGGTGATGTC |
| cysGR | ATGCGGTGAACTGTGGAATAAACG |
| ldnTF | CTGTTTAGCGAAGAGGAGATGC |
| ldnTR | ACAAACGGCGGCGATAGC |
| mutMF | ACCATGTGGATTTGGTGATG |
| mutMR | ACATTATGCCCTTCCAGCTC |
| mutTF | TGCGGTAGGTATTATTCGCA |
| mutTR | TCCAGTTTATTCGCCATGTG |
| mutYF | CGCTTTCTCTGGGTAAGCAC |
| mutYR | TACAAATCATCGCACCCAAA |
| soxSF | TACTTGCAACGAATGTTCCG |
| soxRF | ACATAACCCAGGTCCATTGC |
| recAF | GACTATCCGGTATTACCCGGC |
| recAR | GGGCCGCAGATGCGA |
| rcsAF | GTATGTTGCGAATGTGGATGG |
| rcsaAR | GATGAAACGGTCTTGGCTTTG |
| gadEF | GAACAACGATTCGGACAAG |
| gadER | CTCTCCTTTAGTAATCACCGG |
| cadCF | GGTTGTGGCAATTATCATTGC |
| cadCR | GCCGCAACATATTATACCAACAG |
| adiYF | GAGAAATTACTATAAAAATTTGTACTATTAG |
| adiYR | CCTGCGAAGGCGAGCTTC |
| speFF | CGGCACGATCGATTTCTCATTC |
| speFR | GGAGCCCATCATGTTGACCATC |
| hdeAF | TGCGGTTTTAGATGTTCAGGG |
| hdeAR | TTCTTAATTTTGTCCCATTCGCC |
| narHF | GTTATCTTGGCGTGCTGTTG |
| narHR | ATGACTTTCGGATCGTTCGG |
| napAF | TCCTGTTTATTCACCCGCTG |
| napAR | AATCGAGATCACTTCGCCAC |
| dmsAF | ACCGCCTGAAATATCCGATG |
| dmsAR | ACTCGTTGCCGTACTCTTTG |
| nirBF | CGTACACCTCTCGTCTTACTTC |
| nirBR | CCTGACGGTTGATGGTGATAG |
| entBF | GCAAACAGCACAATATCCCG |
| entBR | CCCACATATCATTCAACAGCG |
| feo1F | TTCTCTTGGCATGTTACCTGG |
| feo1R | TTGCGTAATACCAGGCTCAC |
| fhuAF | TGCTCAATCTGTACAATCCGG |
| fhuAR | TGACCAGCACTTTATCCCAC |

How the deposited data were processed for this re-analysis (not part of the article)

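RNA was sequenced from *E. coli* strains with degron-tagged DapB or Dxr at 0 h and at 1, 2, and 3 h with and without 50 ng/ml ATc, which gave 14 libraries and 1 library per strain, time, and ATc state. The authors aligned single-end reads to the ASM584v2 genome with Salmon (version 1.1.0), and the deposited counts are whole numbers per gene, without normalization, for 4383 genes. The authors also deposited log2(TPM + 1) values per library, with an offset of 1, and shrunken log2 fold changes from DESeq2 (version 1.24.0) for each strain at 2 and 3 h. The deposited p-values, unadjusted and adjusted, come from the authors' DESeq2 test of 1 library against 1, in which all samples were treated as replicates of a single group to estimate the dispersion. A deposited score per gene and comparison is the authors' Wald statistic from that test. The authors also deposited lists of OxyR and Fur genes, which were used as alternative gene lists, and fold enrichment ratios and p-values from DAVID for their called genes, which were read but not used for any test here. Table S1 was used for its values per gene and time, as far as it was held. The qPCR data of the paper were not analysed here.

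Counts were tested with edgeR 4.0.16 in R 4.3.3. Libraries were normalized by TMM, and 4160 genes passed filterByExpr with its default settings, while 223 did not. The model was fitted to the 8 libraries at 2 and 3 h, with 1 intercept for each of the 4 combinations of strain and time and 1 ATc effect for each strain, and left 2 residual degrees of freedom. The common dispersion was 0.184, and the quasi-likelihood prior had 3.56 degrees of freedom. Tests were the ATc effect in each strain and the difference between the effects, with Benjamini-Hochberg adjustment over all genes tested and a threshold of 0.05. Since the 2 time points of a strain stand in for replicates, the standard errors and p values do not cover the spread between cultures. Ratios at a single time are log2 ratios of TMM-normalized CPM over all 14 libraries with a prior count of 2, and genes over 2-fold had an absolute log2 ratio over 1. Counts per library ranged from 9657103 to 18879252, with a median of 12933705, and 4294 to 4359 genes had at least 1 count. On simulated counts with the fitted dispersion, this design called 27% of 100 genes changed 4-fold and 98% of 100 changed 16-fold with DapB depletion, and 24% and 94% with Dxr depletion, with 2 and 1 false calls. With that dispersion divided by 10 it called all 100 of each, with 9 false calls. The simulated genes followed the trended dispersion without a spread of their own and changed alike at 2 and 3 h. The shares called therefore need not hold for the libraries, where 0 genes passed (smallest edgeR adjusted p = 0.0612 with DapB depletion).

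The 37 gene lists were the colanic acid capsule operon, other Rcs genes, the glutamate, lysine, arginine, and ornithine acid resistance systems, nitrate reductase A, molybdenum cofactor synthesis, other anaerobic respiration systems, the TCA cycle, cytochrome oxidases, the SoxRS, OxyR, and SOS regulons, base excision repair, enterobactin, ferrichrome, ferrous iron, and ferric citrate uptake, other Fur-repressed genes, iron storage, the Cpx regulon, *marRAB*, the sigma-E, sigma-32, and RpoS stress responses, isoprenoid synthesis, lysine and peptidoglycan precursor synthesis, pyrimidine synthesis, ribosomal proteins, flagella, polyamine synthesis, branched-chain amino acid synthesis, quinone synthesis, phosphate starvation, ATP synthase, and rRNA. They were written from textbook knowledge and from the systems the paper names, with 7 listed genes missing from the table. The deposited files had not been examined, but values in Table S1 and Fig. 4A, which come from these libraries, had been seen. Each list was tested with camera (limma 3.58.1) at a preset correlation of 0.01 and with an estimated correlation, adjusted over all lists, and its members were also adjusted over the list alone. At single times, a list's median was placed among 10000 random lists of the same size, drawn with seed 1 from 20 bins of mean expression. Genes were named by a rule: those the paper's text names, those labelled in Fig. 4A, the members of the lists that belong to a claim of the paper, and the 10 genes with the largest changes each way among those called over all genes, of which there were none. The study chose the genes labelled in Fig. 4A on these libraries, so they are not independent evidence. A few other genes were named after their values were seen. Gene positions came from an annotation table, which matched 4153 symbols directly and 200 by synonym and left 30 unmatched, and no genome sequence or strand was used.

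The alternatives were DESeq2 size factors, DESeq2's Wald test (version 1.42.0), no count filter, removal of 52 rRNA and tRNA genes, no block for time, addition of the 1 h libraries, each strain fitted alone, leaving out each pair or each library, the paper's dispersion scheme with p of at most 0.05 and an absolute log2 fold change over 1, a size threshold, prior counts of 0.5 and 5, the deposited log2(TPM + 1), and leaving out the libraries with conflicting labels. In the paper's dispersion scheme as run here, the fold threshold was applied to unshrunken values from the fit over 2 and 3 h. The paper applied it to shrunken values at each time. Leaving out the libraries with conflicting labels left Dxr with 1 library with ATc at 3 h and 1 without it at 2 h. ATc cannot be told apart from time in that setting. Without any normalization factor, the median of all genes would shift by 0.10 with DapB depletion and −0.18 with Dxr depletion, and by 0.28 for their difference. The title and treatment field of the labels conflict for the Dxr 2 h library with ATc and the Dxr 3 h library without ATc, and the title of the Dxr 1 h library with ATc carries both signs. The titles were used for the first 2, because Table S1 reports a Dxr comparison at 2 and 3 h and so needs a library of each kind at each time, and the treatment field for the last. The authors' shrunken log2 fold changes were not recomputed, and their sign differed from that of their Wald statistic in 628 to 1146 genes per comparison. Named genes below the count filter were *fdrA*, *valW*, *agaB*, *ydfD*, *nrfF*, and *oxyS*, and no fold change is given for them.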

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

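The test of the labels by the level of the acid resistance genes in each library and the test of the ribosomal protein genes with Dxr depletion against the SD of their values were chosen after their results were seen, and the others before.

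The median of the enterobactin genes was higher with DapB depletion and lower with Dxr depletion at both 2 and 3 h, although 5 of the 14 were lower with DapB depletion at 3 h (*fepD* −1.32, *fepG* −0.76, *fes* −0.70, *fepB* −0.38, and *entS* −0.22) and *entF* was 0.08 with Dxr depletion at 2 h, with a median difference over the list of 3.30 (camera adjusted p = 1.43e-15; adjusted p = 0.428 with an estimated correlation), while the DapB list did not pass camera without the DapB 2 h pair (0.0603), nor the Dxr list without the Dxr 3 h pair (0.118). A culture without ATc that drifts with growth, while the depleted culture stays where it was, could give the same picture. For Dxr this was tested against the 0 h library and argued against, since the list's median lay farther from 0 with ATc than without it, at −1.24 against −0.68 at 2 h and −2.45 against −0.07 at 3 h, so that its size without ATc minus that with ATc was −0.56 and −2.38. For DapB, growth and depletion cannot be told apart, because the medians went both ways, to −1.08 and −1.00 without ATc and to 1.59 and 0.39 with it, and the size difference changed sign from −0.51 to 0.61 between 2 and 3 h. A wrong label on the 2 Dxr libraries with conflicting fields was argued against as the whole source of the pattern. The pair whose fields do not conflict (3 h with ATc over 2 h without) had a median of −1.95. The DapB culture without ATc moved by 0.09 over that time. This pair holds neither disputed library, so that it does not test their labels, and it differs in time as well as in ATc. The depletions themselves remain a possible explanation that no replicate culture tests.

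The glutamate-dependent acid resistance genes, of which the paper reports *gadE* and *hdeA*, were weighed in the same way for Dxr depletion. Growth of the culture without ATc is unlikely to account for them, since the median was −0.47 at 2 h and 0.33 at 3 h without ATc against 1.46 and 5.74 with it, and the size difference was −0.99 and −5.40. Wrong labels were argued against too as the whole source of the pattern, since the 3 h library with ATc over the 2 h library without it had a median of 5.79. The DapB culture without ATc moved by 0.72 over that time. This pair holds neither disputed library, so that it does not test their labels. An effect of Dxr depletion may explain the pattern, as a hypothesis from the same data.

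The ribosomal protein genes had a median of −1.36 with Dxr depletion (camera adjusted p = 8.87e-08; adjusted p = 0.630 with an estimated correlation), a list outside those the paper discusses. With DapB depletion their log2 ratio was −0.32 at 2 h and 2.15 at 3 h, where growth of the culture without ATc and depletion cannot be told apart, because both cultures were below 0 h at 3 h (medians of −4.46 without and −2.21 with ATc, after −0.10 and −0.44 at 2 h) and the size difference was −0.34 at 2 h and 2.25 at 3 h. With Dxr depletion, growth of the culture without ATc beside a depleted culture that stays where it was is unlikely to account for the fall, since the culture with ATc left its 0 h level by more than the SD of its 54 genes, to −2.08 (SD 0.51) at 2 h and −3.34 (SD 0.78) at 3 h, while the culture without it was at 0.28 at 2 h and moved the same way, to −2.86, at 3 h; the size differences of −1.80 and −0.48 had left this open, and it stays open whether the culture with ATc reached an ordinary later stage of growth sooner. Without the Dxr 2 h pair the list did not pass with Dxr depletion (adjusted p = 0.346), nor with DapB depletion without the DapB 3 h pair (0.109). For wrong labels, the remaining pair (−3.20) decides nothing, because the DapB culture without ATc moved by −4.26 over that time, but the acid resistance genes argue against them: their median log2 CPM in the 2 h library titled with ATc lay 0.84 above the highest of the 7 undisputed libraries without ATc (1.23 to 2.55, SD 0.48), and the 3 h library titled without ATc lay within these and 4.31 below the 3 h library with ATc.

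Other results stood out because the responses to DapB and Dxr depletion differed by a test of the difference, with list medians of opposite sign at both times. These were the ferric citrate genes, with a median difference of 1.98 (camera adjusted p = 1.32e-05; adjusted p = 0.428 with an estimated correlation), and the cytochrome oxidases, with −1.00 (camera adjusted p = 3.27e-05; adjusted p = 0.428 with an estimated correlation). In the latter, 2 genes were lower with DapB than with Dxr depletion when adjusted over the list alone, and with DapB depletion the list's median was −0.67 (camera adjusted p = 0.0319; adjusted p = 0.967 with an estimated correlation). Without the Dxr 3 h pair, camera's adjusted p with Dxr depletion was 0.122 for the ferric citrate genes and 0.347 for the cytochrome oxidases, and with DapB depletion it was 0.761 and 0.431 without the DapB 2 h pair.

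Further results stood out because they concern gene lists that the paper does not discuss as a set, or a time that Table S1 does not report. The paper does name single members, such as *speA*, and states that *rrsA* levels varied with Dxr. The study also labelled *pyrD*, *uraA*, *speD*, *speE*, and *pstS* in Fig. 4A from these libraries, so their direction is not independent evidence. The flagella and chemotaxis genes had a median of −1.41 with DapB depletion. With Dxr depletion, the medians were 1.07 for the RpoS general stress genes, −2.91 for pyrimidine synthesis and uracil uptake, −1.43 for polyamine synthesis, −1.09 for phosphate starvation, and 1.65 for rRNA. Camera gave these lists adjusted p = 1.26e-05, 4.78e-07, 0.00200, 2.23e-04, and 5.64e-06 (adjusted p = 0.481 with an estimated correlation for each but rRNA, which had 0.425). Phosphate starvation did not pass without the Dxr 3 h pair (adjusted p = 0.166). At 1 h, which Table S1 does not report, 65 genes were over 2-fold higher and 29 lower with DapB depletion, and 314 higher and 68 lower with Dxr depletion, from 1 library against 1. The Dxr 1 h library without ATc held 0.578% rRNA counts, the lowest share of the 14 libraries.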

How the results depend on the processing

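The alternatives for the overlap of genes by fold or by unadjusted p, the authors' gene lists, and the removal of rRNA genes from the counts by fold were chosen after seeing the data. No alternative called a result in the direction opposite to its reported call, but the medians of 3 lists that passed camera changed sign: ribosomal proteins (−0.32 without the DapB 3 h pair, and −0.01 with no replicate block) and other Fur genes (−0.08 without the DapB 2 h pair) with DapB depletion, and other anaerobic respiration (0.01 without the Dxr 3 h library lacking ATc) with Dxr depletion. Adjusted over all genes, the counts of genes that passed with DapB depletion, with Dxr depletion, and for the difference were 0, and 0 with DESeq2 size factors, no filter, rRNA and tRNA genes removed, no replicate block, the 1 h libraries added, a size threshold, or the libraries with conflicting labels left out. They were 81, 194, and 132 by DESeq2's Wald test (10 in both depletions in the same direction and 4 in opposite directions) and 106, 246, and 131 under the paper's dispersion scheme. Fitted alone, the DapB strain gave 25. With 1 pair or library left out, where a lone library is assumed to vary like the others, the DapB count ranged from 0 to 32 (the latter without the Dxr 3 h pair or either of 2 Dxr libraries) and the others stayed at 0. The correlation between depletions ranged from −0.12 without the Dxr 3 h pair to 0.23 without the Dxr 2 h pair. The correlation over called genes alone was not run, since no gene was called, nor a pseudocount of 0.1, since counts were used.

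For DapB depletion, the genes over 2-fold higher at 1 h were 37 with a prior count of 5 and 16 from deposited log2(TPM + 1), and 136 at 2 h from the latter. The genes lower at 1 h were 15 with a prior count of 5, 51 without a filter, and 8 from log2(TPM + 1), which gave 139 at 2 h and 56 at both times. For Dxr depletion, log2(TPM + 1) gave 168, 210, and 210 genes higher at 1, 2, and 3 h and 78 at both later times, and 11 lower at 1 h and 270 at both later times. Removing rRNA and tRNA genes changed none of these counts by over 1.5 times.

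With an estimated correlation, 0 lists passed camera with DapB and 0 with Dxr depletion, in place of 11 and 21. The preset correlation treats the genes of one operon as nearly independent, so that a list passing with it can overstate the evidence. The estimated correlation rests on 2 residual degrees of freedom, so that failures with it decide nothing for or against a list. Adjusted p was then 0.403 for the capsule operon, 0.402 for other Rcs genes, 0.871 for enterobactin, 0.967 for ferric citrate and other Fur genes, 0.428 for Cpx, and 0.680 for *marRAB* with DapB depletion. With Dxr depletion it was 0.481 for the capsule operon, other anaerobic respiration, enterobactin, and ferric citrate, 0.425 for other Rcs genes, the glutamate, lysine, and arginine systems, nitrate reductase, and molybdenum cofactor genes, 0.433 for OxyR, and 0.545 for other Fur genes. With the 1 h libraries added, adjusted p was 0.0276 for ferrichrome with DapB depletion and 0.135 for other anaerobic respiration with Dxr depletion. The ferrous iron genes passed with Dxr depletion under DESeq2 size factors (0.0448), no filter (0.0475), and DESeq2's Wald test (0.0354). Leaving out 1 pair, camera's adjusted p with DapB depletion ranged from 7.37e-34 to 0.0603 for enterobactin, 6.02e-10 to 0.792 for ferrichrome, 2.21e-05 to 0.761 for ferric citrate, 7.23e-25 to 0.846 for other Fur genes, and 0.00691 to 0.300 for *marRAB*, with the largest value always without the DapB 2 h pair. With Dxr depletion it ranged from 3.84e-15 to 0.129 for the capsule operon, 0.00238 to 0.420 for other anaerobic respiration, 0.00872 to 0.129 for OxyR, 5.16e-09 to 0.118 for enterobactin, 0.0493 to 0.704 for ferrichrome, 0.00132 to 0.122 for ferric citrate, and 2.73e-06 to 0.102 for other Fur genes, with the largest value always without the Dxr 3 h pair. The lists passing with Dxr depletion then ranged from 13 to 22. Over the list alone, counts that became 0 were, with no replicate block, those of other Rcs and RpoS genes with Dxr depletion and of *marRAB* and RpoS genes with DapB depletion, and with the 1 h libraries added, those of other Rcs, other anaerobic, ferrous iron, and polyamine genes and of *narK* with Dxr depletion and of molybdenum cofactor and RpoS genes with DapB depletion. In each depletion, of 4637 values for 232 genes (the named genes and *lacZ*, *lacY*, and *lacA*) under all alternatives but the paper's scheme, 161 with DapB depletion (45 genes) passed the threshold over all genes that they had missed, 157 moved by more than their standard error with a change of sign, and 4319 did neither; with Dxr depletion these were 52 (52 genes), 108, and 4477. The cause of these changes was not tested. On simulated data 4-fold changes were mostly missed at this dispersion, so that a gene that did not pass is not shown to be unchanged.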

Differences from the paper's values

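The overlaps of genes by fold and by the authors' calls were chosen after the results were seen, and the alternatives in the comparison with Table S1 were set before the data were examined.

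The paper's values are the shrunken log2 fold changes of Table S1 at a single time, and the values here are log2 ratios without shrinkage, with the standard error of the gene's fitted fold change as the error. The DapB columns hold Wald statistics and were not compared. With Dxr depletion, *hdeA* was 3.33 and 6.70 at 2 and 3 h, where the paper's values are 0.58 and 2.93. *gadE* was 4.28 and 4.21 (the paper's 0.98 and 2.25), and *adiY* was 4.44 and 4.91 (the paper's 1.84 and 1.96). *cadC* was 0.0327 and 0.24 (the paper's −0.45 and −0.46). *narH* was 4.11 and 4.86 (the paper's 1.55 and 2.31), and *entB* was −3.77 at 3 h (the paper's −1.26). *feoA* was −1.98 and −2.70 (the paper's −0.41 and −0.93), and *marA* was 0.94 at 2 h (the paper's 0.38). From the deposited log2(TPM + 1) values, *cadC* (−0.23 and −0.21) and *marA* at 2 h (0.51) came within the error of the paper's values, and the other genes did not. Prior counts of 0.5 and 5, DESeq2 size factors, and no count filter left all of these differences. For *entB* at 2 h and *marA* at 3 h the values did not differ beyond the error, except for *marA* under log2(TPM + 1) (0.16).

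The paper's statements on *cadC*, *fhuA*, *feoA*, and *mutY* come from another assay, qPCR on 3 biological replicates, and the values here from single RNA-seq libraries, so that the 2 are not measures of the same samples. The paper states that *cadC* rose with Dxr depletion, while its log2 fold change here was 0.14 ± 0.41, and the genes CadC activates were higher (*cadB* 6.26, *cadA* 3.84). The paper states that ferrous iron transport rose with Dxr depletion, while *feoA* was −2.35 ± 0.42 and *feoB* −1.41 ± 0.45 here. That gap came largely from a rise without ATc. The *feo* median against 0 h was 2.03 and 1.78 without ATc and 0.11 and −0.71 with it at 2 and 3 h. The paper states that *fhuA* and *feoA* rose with DapB depletion, while their log2 fold changes over 2 and 3 h were 0.15 ± 0.79 and −0.27 ± 0.40 here, and *entB* was higher (3.44). The paper states that Dxr depletion raised anaerobic respiration genes and that nitrate reductase and its cofactor genes were all strongly expressed. Here *narH*, *narJ*, and *narI* of the *narGHJI* operon were higher when adjusted over the list alone, while *narG*, at 419 to 1168 CPM with and without ATc at 2 and 3 h, was expressed without a change that passed (−0.18 ± 0.51), and 4 of the 14 genes of molybdenum cofactor synthesis and molybdate transport were higher. The paper states that *marRAB* rose with Dxr depletion, while no gene of it passed here (*marA* 0.85 ± 0.35). The paper states that DapB depletion raised *mutY*, which was 0.33 ± 0.45 here and did not pass. No gene passed over all genes here, while the paper calls genes at unadjusted p and thresholds on the shrunken fold change per time. Its scheme was run here with the thresholds on unshrunken values over 2 and 3 h. Then *rcsA*, *entB*, and *marA* were called higher with DapB depletion. With Dxr depletion *adiY*, *gadE*, *hdeA*, *narH*, and *rrsA* were called higher and *feoA* and *speA* lower. DESeq2's Wald test called *rcsA* and *entB* with DapB depletion, and *adiY*, *gadE*, *hdeA*, *narH*, and *rrsA* higher and *dmsA*, *feoA*, and *napA* lower with Dxr depletion. Of the 55 genes labelled in Fig. 4A, the paper's scheme called 13 higher and 4 lower with DapB depletion and 8 higher and 14 lower with Dxr depletion. The paper states almost no overlap between the depletions, and the authors' deposited calls share 0 of 4 and 80 genes at 2 h and 2 of 97 and 111 at 3 h (*pyrD* and *uraA*; chance gives 0.0730 and 2.46), while 30 genes were over 2-fold higher at both times in both depletions here, where chance gives 5.76. These 30 make up 25.4% of the DapB genes and 14.8% of the Dxr genes. Under the paper's scheme over 2 and 3 h, 0 genes were shared in the same direction. Without a strain that has no tag, shared changes cannot be told apart from effects of ATc or the protease.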

Other observations

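The comparison of genes within operons and the use of the authors' gene lists were chosen after the results were seen.

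With Dxr depletion, *pyrD* (−2.91 ± 1.06) and the uracil permease gene *uraA* (−3.95 ± 1.37) are of pyrimidine supply, whose list had log2 ratios of −1.38 and −3.73 at 2 and 3 h and a difference from DapB depletion of 2.78 (camera adjusted p = 1.05e-07; adjusted p = 0.428 with an estimated correlation). With DapB depletion the list's median was 0.77 (camera adjusted p = 0.110), and the direction turned with the pair left out: without the DapB 2 h pair the median was 2.13 (adjusted p = 8.65e-06) and without the DapB 3 h pair −0.41 (0.0415), with log2 ratios of −0.40 at 2 h and 2.12 at 3 h. No gene of the list passed over the list alone with Dxr depletion, while 8 did without the DapB 2 h pair, 8 without the DapB 3 h pair, and 2 without the Dxr 2 h pair. Adjusted over the list alone, 5 of 11 phosphate starvation genes fell, among them the phosphate-binding protein gene *pstS* (−2.18 ± 0.67), and 2 of 5 polyamine genes, *speD* (−2.87 ± 0.69) and *speE* (−2.93 ± 0.81), which make spermidine. Without either Dxr pair no gene of these lists passed, and without either DapB pair 3 phosphate starvation genes did. Of 17 RpoS genes, *dps* and *osmC* (1.80 ± 0.41) rose over the list alone, and neither passed with any 1 pair left out. *osmC*, and *osmY* below, were named after their values were seen. Of 13 OxyR genes, *grxA* (2.54 ± 0.42), *dps* (2.72 ± 0.52), and *ahpF* (2.35 ± 0.58) rose over the list alone, with a list median of 0.34 (camera adjusted p = 0.0138; adjusted p = 0.433 with an estimated correlation). None of these 3 passed without the Dxr 3 h pair or either DapB pair, camera's adjusted p was 0.129 without the Dxr 3 h pair and 0.0590 without the Dxr 2 h pair, and the difference from DapB depletion had a median of −0.36 (camera adjusted p = 0.0483; adjusted p = 0.428 with an estimated correlation). That difference did not pass with DESeq2 size factors (camera adjusted p = 0.0521), while it did with DESeq2's Wald test (0.0264) and with no filter (0.0254). In the authors' OxyR list, 0 of 75 genes passed with Dxr depletion (median 0.12; camera adjusted p = 0.392). The ATP synthase genes had a median of −0.96 (camera adjusted p = 0.0185; adjusted p = 0.630 with an estimated correlation), and 0.23 with DapB depletion (adjusted p = 0.824). Without the Dxr 2 h pair they did not pass (0.457). The authors' Fur list had a median difference between depletions of 0.61 (camera adjusted p = 3.70e-07; adjusted p = 0.344 with an estimated correlation).

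The flagella genes were higher in every culture at 2 h than at 0 h, and less so with ATc, with medians against 0 h at 2 h of 3.40 without and 2.19 with ATc for DapB and of 4.15 and 3.61 for Dxr. The difference between depletions in this list was −0.69 (camera adjusted p = 7.44e-04; adjusted p = 0.428 with an estimated correlation). With DapB depletion, the TCA cycle genes had a median of −0.54 (camera adjusted p = 0.0319; adjusted p = 0.967 with an estimated correlation), and 0.16 with Dxr depletion (adjusted p = 0.963). Leaving out any 1 pair, the former did not pass (0.0511 to 0.529). The RpoS genes had −0.01 with DapB depletion (camera adjusted p = 0.498, in the opposite direction to the median), where *osmY* (2.08 ± 0.36) rose over the list alone but not without either DapB pair. Without the DapB 3 h pair this list passed (0.0194), with a median of 0.26, against −0.31 without the DapB 2 h pair. Phosphate starvation, polyamine, and rRNA genes had medians of 0.52, 0.57, and 0.33 with DapB depletion (camera adjusted p = 0.918, 0.245, and 0.388), and the polyamine genes passed without the DapB 2 h pair (0.0331), with a median of 1.68, against −0.38 without the DapB 3 h pair.

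Lists that passed in neither depletion, with medians for DapB and Dxr, were the SOS regulon (0.03 and −0.02; camera adjusted p = 0.893 and 0.996), base excision repair (0.05 and 0.08; 0.965 and 0.612), heat shock (−0.35 and −0.37; 0.220 for both), sigma-E (−0.11 and 0.10; 0.964 and 0.996), and iron storage (−0.17 and 0.68; 0.893 and 0.481). The same held for isoprenoid synthesis, the pathway of Dxr (0.36 and −0.23; 0.359 and 0.498), lysine and peptidoglycan precursor synthesis, the pathway of DapB (0.10 and 0.20; 0.918 and 0.612), quinone synthesis (0.07 and 0.17; 0.918 and 0.814), and branched-chain amino acid synthesis (−0.38 and −0.59; 0.0578 and 0.0510). The SoxRS list had −0.01 with Dxr depletion (0.637), and anaerobic systems other than nitrate reductase A had −0.18 with DapB depletion (0.401). With 1 pair left out, 3 of these passed: heat shock with Dxr depletion without the Dxr 2 h pair (0.0335), branched-chain amino acids with DapB depletion without the DapB 2 h pair (0.0357), and the anaerobic systems without the DapB 3 h pair (0.00110). The test and the median differed in sign for base excision repair in both depletions and for SOS and sigma-E with Dxr depletion.

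For genes that the paper measured by qPCR, the RNA-seq log2 fold changes with DapB and Dxr depletion were 1.49 ± 0.41 and −0.91 ± 0.41 for *soxS*, 0.61 ± 0.50 and −0.08 ± 0.49 for *recA*, 0.49 ± 0.47 and −1.49 ± 0.47 for *mutM*, 0.33 ± 0.45 and −0.82 ± 0.45 for *mutY*, and 0.05 ± 0.45 and 0.33 ± 0.45 for *mutT*, and none passed over all genes in edgeR.

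Within the *narGHJI* operon, the median log2(TPM + 1) of *narH*, *narJ*, and *narI* minus that of *narG* was −2.73 and −4.31 without ATc and 0.41 and 0.62 with ATc at 2 and 3 h in the Dxr-tagged strain, and −2.75 and −3.21 without and −2.00 and −4.00 with ATc in the DapB-tagged strain. In *moaABCDE*, the later genes minus *moaA* went from 1.15 to 3.00 at 2 h and from 0.54 to 3.03 at 3 h with ATc in the Dxr-tagged strain, and from 0.70 to 1.93 and from 1.00 to 2.64 in the DapB-tagged strain. Of 8 operons examined in this way, the quantity was higher with than without ATc at both times in 7 in the Dxr-tagged strain and lower at both in 1, *sdhCDAB* (from −0.02 to −0.91 and from −0.92 to −1.11). In the DapB-tagged strain it was higher at both times in 3 (*moaABCDE*, *sdhCDAB*, and *cyoABCDE*) and went each way once in 5. In *dmsABC* it went from −1.58 to 0.34 and from −1.78 to 0.35 in the Dxr-tagged strain and from −2.03 to −1.42 and from −1.30 to −2.41 in the DapB-tagged strain. These are single libraries without a test.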
